# A Genome-Wide mRNA Screen and Functional Analysis Reveal *FOXO3* as a Candidate Gene for Chicken Growth

**DOI:** 10.1371/journal.pone.0137087

**Published:** 2015-09-14

**Authors:** Biao Chen, Jiguo Xu, Xiaomei He, Haiping Xu, Guihuan Li, Hongli Du, Qinghua Nie, Xiquan Zhang

## Abstract

Chicken growth performance provides direct economic benefits to the poultry industry. However, the underlying genetic mechanisms are unclear. The objective of this study was to identify candidate genes associated with chicken growth and investigate their potential mechanisms. We used RNA-Seq to study the breast muscle transcriptome in high and low tails of Recessive White Rock (WRR_h_, WRR_l_) and Xinghua chickens (XH_h_, XH_l_). A total of 60, 23, 153 and 359 differentially expressed genes were detected in WRR_h_ vs. WRR_l_, XH_h_ vs. XH_l_, WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l_, respectively. GO, KEGG pathway and gene network analyses showed that *CEBPB*, *FBXO32*, *FOXO3* and *MYOD1* played key roles in growth. The functions of *FBXO32* and *FOXO3* were validated. *FBXO32* was predominantly expressed in leg muscle, heart and breast muscle. After decreased *FBXO32* expression, growth-related genes such as *PDK4*, *IGF2R* and *IGF2BP3* were significantly down-regulated (P < 0.05). *FBXO32* was significantly (P < 0.05) associated with carcass and meat quality traits, but not growth traits. *FOXO3* was predominantly expressed in breast and leg muscle. In both of these tissues, the *FOXO3* mRNA level in XH was significantly higher than that in WRR chickens with normal body weight (P < 0.05). In DF-1 cells, siRNA knockdown of *FOXO3* significantly (P < 0.01) inhibited the *MYOD* expression and significantly up-regulated (P < 0.01 or P < 0.05) the expression of growth-related genes including *CEBPB*, *FBXO32*, *GH*, *GHR*, *IGF1R*, *IGF2R*, *IGF2BP1*, *IGF2BP3*, *INSR*, *PDK1* and *PDK4*. Moreover, 18 SNPs were identified in *FOXO3*. G66716193A was significantly (P < 0.05) associated with growth traits. The sites C66716002T, C66716195T and A66716179G were significantly (P < 0.05) associated with growth or carcass traits. These results demonstrated that *FOXO3* is a candidate gene influencing chicken growth. Our observations provide new clues to understand the molecular basis of chicken growth.

## Introduction

Chicken growth, an important economic trait, is determined by genetic, nutritional and environmental factors. Heritability estimates showed that chicken growth could be enhanced by genetic improvement [1, 2]. This trait is controlled by multiple genes. At present, many studies have been performed to find genetic factors affecting growth. Candidate genes and quantitative trait loci (QTLs) such as *GH*, *IGFBP2* and *GHSR* have been identified [3, 4]. Recently, genome-wide associate study (GWAS) analysis found that two *FOXO1A* single-nucleotide polymorphisms (SNPs) were strongly associated with chicken growth [5]. However, the genetic mechanisms of chicken growth are unclear, and a more systematic picture of the genes responsible for this trait is needed. Recently, next generation sequencing provided an important opportunity for the genome-wide characterization of genes and pathways involved in growth [6–8].

In this study, two chicken breeds, Recessive White Rock (WRR) and Xinhua (XH), were used for RNA-Seq. WRR is a typical fast-growing breed that is known for its large body size and thick myofibers. XH is a Chinese native slow-growing breed which is characterized by small body size. The different growth speeds of these two breeds led to distinct growth performance at 7 weeks of age. Both breeds were used for studies on chicken growth and fat deposition traits [1, 9]. With the use of a population derived from reciprocal crosses between these two breeds, a quantitative trait loci (QTL) on chromosome 1 was identified to be related to chicken growth traits by Genome-wide association study [5]. Previous study by Methylated DNA immunoprecipitation-sequencing showed that growth-related genes exhibited altered DNA methylation between WRR and XH [10]. Therefore, in the present study, we intended to use two-tail samples of these two breeds at 7 weeks of age to study the gene expression differences between fast- and slow-growing broilers in a genome-wide level and then to identify candidate genes for chicken growth. In our study, we performed RNA-Seq and differentially expressed genes (DEGs) were randomly selected to conduct qPCR experiments to validate the RNA-Seq results. Gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway and gene network analyses were performed on the DEGs. Subsequently, the chicken *FOXO3* and *FBXO32* genes were selected for *in vivo* and *in vitro* studies to investigate their potential mechanisms functioned on growth.

## Results

### Assemble and blast analysis of reads from RNA-Seq

From RNA-Seq, we obtained 44139971, 36937542, 39046772 and 69669990 Illumina reads for WRR_h_, WRR_l_, XH_h_ and XH_l_, respectively, giving rise to total residues of 4286130490, 3586054428, 3758078838 and 6698804887 bp, respectively (Table 1). 

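Breast muscle RNA was sequenced from female chickens at 7 weeks of age, of the fast-growing Recessive White Rock (WRR) and the slow-growing Xinghua (XH). Each of the 4 libraries came from 1 pool of 3 birds whose RNA was mixed in equal amounts, and the pools were WRRh, WRRl, XHh and XHl. The birds averaged 1064.0 g (± 11.1) in WRRh, 695.0 g (± 24.4) in WRRl, 305.8 g (± 23.3) in XHh and 207.6 g (± 11.1) in XHl, as the paper gives it, and its text does not say whether the error is an SD or an SE. With 1 library per condition no difference between 2 libraries has a replicate check, and none is given a p-value here. The authors removed reads with adaptors, unknown bases or low quality bases and aligned the rest to the Ensembl chicken genome with TopHat, whose version is not given in the sources used here. They computed FPKM and compared pairs of libraries with Cuffdiff. The 4 deposited tables hold 1 pair of libraries and 17934 gene IDs each, so every library stands in 2 tables. The values of a library in its 2 tables were equal except for 69 pairs of a gene and a library that 1 table lists at 0, where the value above 0 was taken. The tables hold no read counts, so the depth behind each FPKM value is unknown. A ratio is the second library over the first, on the scale log2(FPKM + 1), which understates the change of weakly expressed genes. A gene counted as at least 2-fold apart when both values were above 0, their mean was at least 1 FPKM and the log2 ratio was at least 1 in size. Differences between the breeds and between the weight classes were tested with limma over the 4 libraries, with breed and weight class in the model, 1 residual degree of freedom per gene and Benjamini-Hochberg adjustment at 0.05. Where 1 library was left out of a test between the breeds, the spread came from the libraries of the other breed alone. Without a Xinghua library that is the difference between the White Rock pools, and without a White Rock library that between the Xinghua pools. Such adjusted p values therefore do not show which library a result depends on. The paper names a different supplier for each breed, so a difference between the breeds cannot be told apart from a difference between suppliers. The 16 pathway lists, the 11 lists of cell type markers and the rule for named genes were written before the data were examined but after the paper's tables had been read, so lists that hold the paper's DEGs are not independent of them. The percentile of a list's median among 10000 random lists of the same size and similar expression describes these libraries and is not a test. Positions of genes are as the deposited tables give them, and these name no genome build.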

All sequencing data have been submitted to NCBI Gene Expression Omnibus (GEO) database with the accession number GSE72424 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE72424). More than 70.5% of the total reads were mapped to the chicken genome. 

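Glycolytic enzymes such as GAPDH, HK2 and PFKM, the muscle transcription factor MEF2C and the proteasome subunits PSMA5 and PSMD3 are listed at 0 FPKM in all 4 libraries. They lie on sequence that is not placed on a chromosome, where 1470 of the 17934 gene IDs lie, 1287 of them under the name Un_random. Of these 1470 genes, 1470 (100%) are listed at 0 in all 4 libraries, against 2642 (16.0%) of the 16464 genes on placed sequence. A value of 0 for these genes is therefore not read as absence of the transcript. Among the 334 genes of the fixed lists that matched 1 gene ID, 18 lie on unplaced sequence, including TNNC2 (fast skeletal troponin C), COL2A1 (cartilage collagen), ATP5C1 (a subunit of ATP synthase) and TSC22D3 (a glucocorticoid target). The FPKM values of all genes summed to 595044 in WRRh, 637679 in WRRl, 618658 in XHh and 541794 in XHl. The 10 most abundant genes of each library took 16.6%, 18.8%, 22.1% and 15.1% of that sum. The paper's mapped reads are 32685128, 27449227, 27532015 and 49272817, so XHl was sequenced more deeply than the other libraries.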

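Genes of the contractile apparatus and of glycolysis were among the abundant transcripts of each library. TNNI2 and TNNT3, the fast skeletal troponins I and T, had 10221, 9572, 10559.5 and 8535 FPKM and 7921, 7595, 9164 and 7304 FPKM in WRRh, WRRl, XHh and XHl. TNNC1, the troponin C of slow and cardiac muscle, had 8217, 8100.2, 7354 and 4884 FPKM, and PGAM1, a phosphoglycerate mutase, had 6108, 5564, 7044 and 5437 FPKM. The Z-disc genes ACTN2 and MYOZ1 were at 1362, 1369, 1768 and 1589 FPKM and at 1250.3, 1094, 1488 and 1339.7 FPKM, and the muscle intermediate filament gene DES was at 906, 984, 993 and 959 FPKM. Counted at any FPKM above 0, 12848, 12818, 12419 and 12904 genes were detected in WRRh, WRRl, XHh and XHl, and 13822 in at least 1 of them. At 0.1 FPKM or more the counts were 12505, 12501, 12059 and 12314. At 1 FPKM or more they were 10646, 10862, 10027 and 10145, with 11316 genes in at least 1 library and 9569 in all 4.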

In total, 13828 genes were detected in the four samples, including 12848 in WRR_h_, 12818 in WRR_l_, 12419 in XH_h_ and 12915 in XH_l_ (Fig 1A). Of these genes, 11706 genes were identified in all four samples, while 201, 209, 125 and 249 genes were found exclusively in WRR_h_, WRR_l_, XH_h_ and XH_l_, respectively (Fig 1A). 

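Most genes found in a single library were weakly expressed there, and the most abundant of them were short RNAs or genes without a symbol. In WRRl the microRNA gga-mir-1561 had 1106 FPKM, in WRRh ENSGALG00000018146 had 1402 FPKM, in XHh ENSGALG00000018371 had 665 FPKM and in XHl ENSGALG00000018365 had 395 FPKM (4 genes chosen after their values were seen). With any FPKM above 0 counted, 206 genes were found in WRRh alone, 209 in WRRl, 125 in XHh and 243 in XHl, and 11706 in all 4 libraries. Their median was 0.215, 0.237, 0.203 and 0.113 FPKM, and 37, 39, 19 and 31 of them reached 1 FPKM. Another 133 genes were listed at 0 in WRRh alone, 152 in WRRl alone, 323 in XHh alone and 108 in XHl alone. Of the genes missing in a single library, 10, 23, 19 and 13 averaged at least 5 FPKM over the other libraries. At a limit of 1 FPKM the genes found in a single library numbered 142, 341, 61 and 69. A value of 0 can be a failed estimate in a table without read counts, so these genes are described only as listed at 0.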

The sequence length distribution showed that 83% of genes identified in the four samples had a length less than 4000 bp, while no more than 0.5% of genes were longer than 10000 bp (S1 Fig).

**Fig 1:**
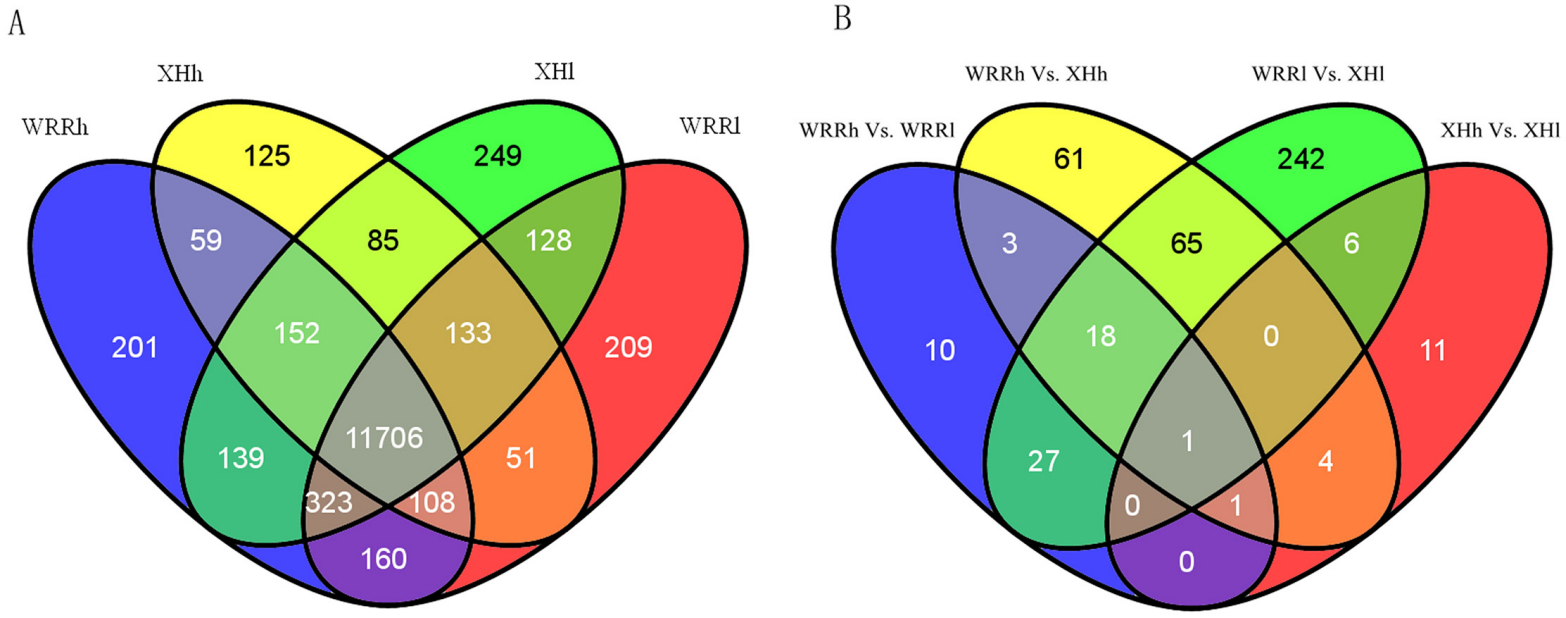
Numbers of expressed genes and differentially expressed genes: results of RNA-Seq. A: Expressed genes among four samples. B: Differentially expressed genes among four contrasts including WRR_h_ Vs. WRR_l_, XH_h_ Vs. XH_l_, WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l._ WRR_h_, WRR_l_, XH_h_ and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinghua with high body weight and Xinghua with low body weight, respectively. The gene or differentially expressed gene number was shown at the top of each figure section.

**Table 1:** Data generated from RNA-seq.

Sample^1^	Total number of reads	Total residues (bp)	Total mapped reads	Percentage of mapped reads^2^
WRR_h_	44139971	4286130490	32685128	74.0%
WRR_l_	36937542	3586054428	27449227	74.3%
XH_h_	39046772	3758078838	27532015	70.5%
XH_l_	69669990	6698804887	49272817	70.7%

^1^WRR_h_, WRR_l_, XH_h_ and XH_l_ indicated the group of Recessive White Rock with high body weight, Recessive White Rock with low body weight, Xinhua Chickens with high body weight and Xinhua Chickens with low body weight, respectively.

^2^Percentage of mapped reads in total reads.

### DEGs among the four groups

A comparison of gene expression among the four samples showed that there were 60 DEGs (fold changes ≥ 2; q value < 0.05) between WRR_h_ and WRR_l_ (WRR_h_ vs. WRR_l_), 23 DEGs between XH_h_ and XH_l_ (XH_h_ vs. XH_l_), 153 DEGs between WRR_h_ and XH_h_ (WRR_h_ vs. XH_h_), and 359 DEGs between WRR_l_ and XH_l_ (WRR_l_ vs. XH_l_) (Fig 1B and S1 Table). 

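Between the White Rock pools, SPP1 (osteopontin, a secreted matrix protein of macrophages and bone) was at 377 FPKM in WRRl and 32.6 in WRRh. AVD (avidin, which overlaps another gene model) was at 611 against 77.8 FPKM and TNNT2 (cardiac troponin T) at 24.2 against 2.90 FPKM, while CETP (a transfer protein for cholesteryl esters) was lower in WRRl, at 24.5 against 95.8 FPKM. SRRD, which overlaps another gene model, was at 17.5 FPKM in WRRl and 404 in WRRh. Between the Xinghua pools, OTOR (a secreted cartilage protein) was at 19.3 FPKM in XHl against 2.75 in XHh, and PFKFB3 (a regulator of glycolysis) at 189 against 43.5 FPKM. GLRX (glutaredoxin), TPM2 (beta-tropomyosin) and ELN (elastin) were lower in XHl, at 28.8, 1418 and 31.4 FPKM against 130.4, 4223 and 72.3. The 10 largest log2 ratios per direction ran from 3.49 to 2.07 and from -4.45 to -1.20 in WRRh vs. WRRl, and from 2.43 to 1.39 and from -2.14 to -1.08 in XHh vs. XHl. By size alone, 431 of 10700 genes were at least 2-fold apart in WRRh vs. WRRl, 132 of 10019 in XHh vs. XHl, 952 of 10332 in WRRh vs. XHh and 1487 of 10535 in WRRl vs. XHl. With a minimum mean of 5 FPKM these counts were 281, 64, 614 and 953. Of the genes at least 2-fold apart, 54, 13, 142 and 344 also carry a q-value under 0.05 in the authors' deposited table of that contrast.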

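LAC_CHICK and IGJ, which antibody-producing cells express, were higher in the White Rock pools than in the Xinghua pools. The Ig lambda chain gene LAC_CHICK (ENSGALG00000021139) had 556, 1997, 26.3 and 84.8 FPKM in WRRh, WRRl, XHh and XHl, which gave log2 ratios of -4.35 in WRRh vs. XHh and -4.54 in WRRl vs. XHl. Within the breeds its log2 ratio was 1.84 in WRRh vs. WRRl and 1.65 in XHh vs. XHl, so it was higher in the low-weight pool of each breed. IGJ, the joining chain of polymeric antibodies, had 131, 443, 7.61 and 24.4 FPKM, and CD79B, a subunit of the B cell receptor, had 5.16, 9.95, 0.221 and 0.378 FPKM. Between the breeds the log2 change of LAC_CHICK, XH minus WRR, was -4.45 (standard error 0.11, adjusted p = 0.0102 from limma), that of IGJ -4.03 (standard error 0.13, adjusted p = 0.0105 from limma) and that of CD79B -2.66 (standard error 0.27, adjusted p = 0.0479 from limma). Among the 4 measured members of the list of B cell and plasma cell genes, LAC_CHICK and CD79B fell and 2 did not pass the test from limma (4 lower when adjusted over the list alone). The list's median log2 ratio was 0.97 in WRRh vs. WRRl, 0.10 in XHh vs. XHl, -1.42 in WRRh vs. XHh and -2.29 in WRRl vs. XHl. Without XHh the adjusted p of LAC_CHICK, IGJ and CD79B from limma was 0.236 to 0.271, without XHl 0.232, without WRRl 0.0596 to 0.239 and without WRRh 0.0192 to 0.131, and over all alternatives it ran from 0.000644 to 0.271. LAC_CHICK and IGJ overlap other gene models, so reads may be shared among them and their values are uncertain.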

*LAC_CHICK* (Ig lambda chain V-1 region) was found in all four comparisons. *LAC_CHICK* and *TTR* (transthyretin) were commonly identified in WRR_h_ vs. WRR_l_ and XH_h_ vs. XH_l_ (S2 Table). Moreover, 84 genes, including some crucial to chicken growth such as *FBXO32*, *FOXO3*, *MYOD1*, *PDK4*, *PNPLA2* and *SMYD1*, were commonly identified in WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l_ (S3 Table). 

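TTR, a carrier of thyroid hormone and retinol-binding protein, was at 139 FPKM in WRRl against 16.9 in WRRh, and at 255 FPKM in XHl, while XHh lists it at 0. APOA1, the main apolipoprotein of high-density lipoprotein and the 1 measured member of the list of liver genes, had 1645, 3375, 607 and 963 FPKM in WRRh, WRRl, XHh and XHl. Its log2 ratio was 1.04 in WRRh vs. WRRl and 0.67 in XHh vs. XHl, and the log2 change between weight classes, low minus high, was 0.85 (standard error 0.12, adjusted p = 0.597 from limma). Between the breeds APOA1 fell, with a log2 change, XH minus WRR, of -1.62 (standard error 0.12, adjusted p = 0.0468 from limma), and as its list has 1 measured gene, a count adjusted over the list alone would adjust nothing. The macrophage and T cell lists had medians of 1.11 and 0.84 on the log2 scale in WRRh vs. WRRl, and 0.41 and 0.23 in XHh vs. XHl. Between the weight classes limma called 4 genes higher and 2 lower of 10669 (619 at an unadjusted p under 0.05), and all 6 are listed at 0 in both libraries of 1 weight class. Among them is EIF3J, a subunit of a translation initiation factor that overlaps another gene model, at 0, 149, 0 and 250.3 FPKM, and with only genes above 0 in all 4 libraries limma called 0 (705 at an unadjusted p under 0.05). When adjusted over the list alone, 6 of 9 macrophage genes (CTSS, LAPTM5, C1QA, C1QB, C1QC and LY86), 3 of 13 T cell genes (CD3D, TRAC and TRBC2), 1 of 4 B cell genes and COMP among 7 tendon genes were higher in the low-weight pools. Of the genes at least 2-fold apart in both within-breed contrasts, 17 were higher in both (1.71 by independent lists and 3.20 in simulated unchanged libraries), 3 were lower in both (0.287 and 3.80) and 12 went opposite ways. The simulation gave all libraries the same spread per gene. In these data 71 genes were higher and 43 lower in XHh vs. XHl, against 238 and 66 in WRRh vs. WRRl. The simulated values are therefore not a chance level for this pair of contrasts. Across 9877 genes the log2 ratios of the within-breed contrasts had a Pearson r of 0.102 and a Spearman rho of 0.109, and genes are not independent replicates. Without WRRh, WRRl, XHh or XHl limma called 9, 16, 8 and 13 genes between the weight classes. When XHh or XHl was left out, limma gave APOA1 adjusted p values of 0.313 and 0.234, against 0.135 without WRRl and 0.0375 without WRRh (range over all alternatives 0.0103 to 0.313).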

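PDK4, the kinase that turns off pyruvate dehydrogenase, and PNPLA2, the lipase that starts triglyceride breakdown, rose in XH with log2 changes, XH minus WRR, of 3.14 (standard error 0.34, adjusted p = 0.0483 from limma) and 1.82 (standard error 0.17, adjusted p = 0.0479 from limma). SMYD1, a methyltransferase needed for sarcomere assembly, rose from 132 and 128 FPKM in WRRh and WRRl to 286 and 265 FPKM in XHh and XHl, with 1.08 (standard error 0.11, adjusted p = 0.0479 from limma). Among the 12 largest rises were UTS2R (receptor of urotensin 2) at 3.77, GLUL (glutamine synthetase, which overlaps another gene model) at 2.62, ACACB (an acetyl-CoA carboxylase that restrains fatty acid oxidation) at 2.57 and DKK2 (a Wnt modulator) at 2.43. Among the 12 largest falls were CCLI10 (a chemokine) at -3.11, PLTP (phospholipid transfer protein) at -2.65 and TAL2 (a transcription factor) at -2.51. These 7 genes had adjusted p values of 0.0380 to 0.0483 from limma. In all, limma called 130 genes higher and 377 lower in XH of 10669 (3658 at an unadjusted p under 0.05), and 487 of these 507 calls had an adjusted p of 0.04 or more. With median-of-ratios factors in place of the deposited scaling 206 genes were higher and 119 lower. Limma called 14 genes with quantile normalization, 11 without a filter, 9 with a pseudocount of 5 and 0 without trend or robust moderation. Of the 84 genes that the authors' deposited tables call in both contrasts between the breeds, 27 are higher in both and 57 lower in both, and limma called 66. Their direction in limma is no separate check, since its change is the mean of the log2 ratios of these contrasts, from the same libraries. By size, 88 genes were at least 2-fold higher in both contrasts (3.56 by independent lists) and 433 lower in both (81.9), and 12 went opposite ways, while with median-of-ratios factors 180 were higher (12.3 by independent lists) and 225 lower in both (27.1). Across 10128 genes the log2 ratios of these contrasts, which share no library, had a Pearson r of 0.695 and a Spearman rho of 0.665. Without WRRh limma called 169 genes higher and 1041 lower, without WRRl 33 and 53, without XHh 8 and 4, and without XHl 6 and 3. For these 10 genes (PDK4, PNPLA2, SMYD1, UTS2R, GLUL, ACACB, DKK2, CCLI10, PLTP and TAL2) the adjusted p from limma over all alternatives ranged from 0.00574 to 0.320, with 0.173 to 0.316 without XHh, 0.149 to 0.320 without XHl, 0.00988 to 0.0938 without WRRl and 0.0158 to 0.0993 without WRRh.

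**Figure D1:**
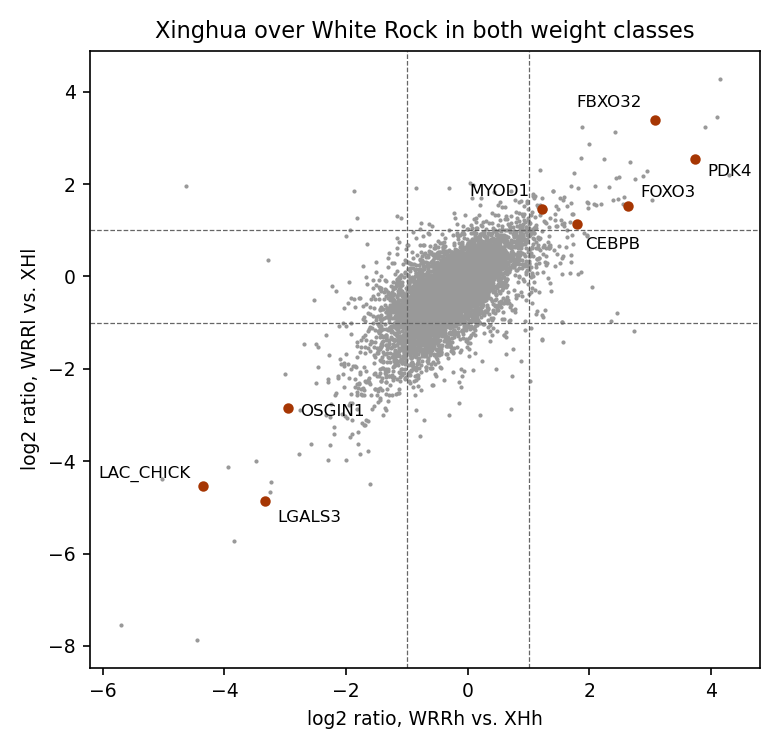
Log2 ratio of each of 10356 genes in WRRh vs. XHh (horizontal axis) and in WRRl vs. XHl (vertical axis), on the scale log2(FPKM + 1), each point 1 gene with 1 library per condition. Dashed lines mark a log2 ratio of 1 and -1, and FBXO32, PDK4, FOXO3, MYOD1 and CEBPB lie above 1 on both axes while OSGIN1, LAC_CHICK and LGALS3 lie below -1 on both.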

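Some genes that nearly every cell uses are listed at 0 FPKM in 1 or 2 of the libraries. GSPT1, which ends translation at stop codons, had 0, 52.1, 55.9 and 56.1 FPKM in WRRh, WRRl, XHh and XHl. NUP107, a scaffold protein of the nuclear pore, had 7.06, 8.98, 0 and 9.11 FPKM. Of 37 matched genes of widely used cell machinery, 5 are at 0 in at least 1 library: EIF3J, GSPT1, NUP107, and on unplaced sequence GAPDH and PRPF19. ETF1, the partner of GSPT1 in ending translation, had 101, 96.9, 214 and 196 FPKM and a log2 change between the breeds, XH minus WRR, of 1.04 (standard error 0.11, adjusted p = 0.0479 from limma). It was the 1 gene of 35 tested machinery genes that limma called between the breeds, and also the 1 when adjusted over the list alone, while between the weight classes EIF3J was the 1 called by either adjustment. The machinery list's median log2 ratio was 0.036 in WRRh vs. WRRl, 0.093 in XHh vs. XHl, -0.085 in WRRh vs. XHh and -0.062 in WRRl vs. XHl, the latter 2 turning to 0.18 and 0.21 with median-of-ratios factors. In the 4 contrasts 1072, 1171, 1217 and 1142 genes are at 0 in just 1 of the 2 libraries, and in 111, 91, 86 and 120 of these the other library is at 5 FPKM or more. An exact 0 in a table without read counts can be a failed estimate, so no fold is given against it. Leaving out 1 library gave ETF1 an adjusted p from limma of 0.0307 (WRRh), 0.0736 (WRRl), 0.236 (XHh) and 0.232 (XHl), within a range of 0.00964 to 0.236 over all alternatives.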

Among all these DEGs, 6, 10, 11 and 12 genes were uniquely expressed in one of the two samples in each comparison of WRR_h_ vs. WRR_l_, XH_h_ vs. XH_l_, WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l_, respectively (S4 Table). DEG directionality analysis showed that the number of up-regulated genes was higher than the number of down-regulated genes in both WRR_h_ vs. WRR_l_ and XH_h_ vs. XH_l_, while there were a greater number of down-regulated genes than of up-regulated genes in both WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l_ (S2 Fig).

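Genes lower in XH than in WRR outnumbered genes higher in XH, and within the breeds more genes were higher in the low-weight pool. In WRRh vs. WRRl, 351 of the genes at least 2-fold apart were higher in WRRl, among them CSF3R (the receptor of a neutrophil growth factor) and the lysosomal lipase LIPA, and 80 were lower, among them MYH11 (smooth muscle myosin). In XHh vs. XHl, 78 were higher, among them ACTC1 (cardiac actin) and MDK (the growth factor midkine), and 54 were lower, among them TPM2. The share higher was 81.4% (95% Wilson interval 77.5 to 84.8) in WRRh vs. WRRl and 59.1% (50.6 to 67.1) in XHh vs. XHl. In WRRh vs. XHh, 199 genes were higher, among them FKBP1B (a calcium channel regulator), and 753 were lower, among them THY1 (a surface protein of fibroblasts and T cells), a share higher of 20.9% (18.4 to 23.6). In WRRl vs. XHl, 193 were higher and 1294 lower, a share of 13.0% (11.4 to 14.8). The intervals cover the sampling of genes only, since each condition is 1 library. With median-of-ratios factors the shares higher were 79.5%, 52.1%, 47.9% and 30.0% in the same order, from 307 higher and 79 lower, 76 and 70, 357 and 389, and 368 and 857. That scaling moved the median log2 ratio of all genes from -0.25 to 0.01 in WRRh vs. XHh and from -0.23 to 0.01 in WRRl vs. XHl. In the authors' deposited tables, 52 called genes are higher and 8 lower, 16 and 7, 59 and 94, and 57 and 302.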

### qPCR validation of DEGs obtained from RNA-Seq

To confirm the DEG results obtained from RNA-Seq, four genes (*RPL29*, *PDK4*, *FOXO3* and *LAPTM5*) were randomly selected to carry out qPCR using the same RNA samples used for RNA-Seq. 

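RPL29, a protein of the large ribosomal subunit, was nearly level, at 2888, 3033, 2584 and 2688 FPKM in WRRh, WRRl, XHh and XHl. Its FPKM ratios were 1.05 in WRRh vs. WRRl, 1.04 in XHh vs. XHl, 0.895 in WRRh vs. XHh and 0.886 in WRRl vs. XHl, and limma gave a log2 change between the breeds, XH minus WRR, of -0.17 (standard error 0.076, adjusted p = 0.206). PDK4 had 19.0, 87.1, 265 and 514 FPKM, and its ratios in these contrasts were 4.60, 1.94, 14.0 and 5.90. FOXO3, a transcription factor that switches on protein breakdown, had ratios of 2.18 and 0.981 within the breeds. LAPTM5, a lysosomal membrane protein of blood cells, had 66.5, 145, 20.9 and 29.1 FPKM and ratios of 2.18, 1.39, 0.315 and 0.201, with a log2 change between the breeds of -1.95 (standard error 0.20, adjusted p = 0.0479 from limma). Of the 16 FPKM ratios of these 4 genes, 14 lay on the same side of 1 as the paper's qPCR ratio, and those of RPL29 and LAPTM5 in WRRh vs. XHh lay on the other side. The side of 1 does not compare sizes. In WRRl vs. XHl the paper's qPCR ratios of FOXO3 and LAPTM5 lie near 1, while the FPKM ratios were 2.95 and 0.201. With median-of-ratios factors the ratio of RPL29 was 1.09 in WRRh vs. XHh, on the side of the qPCR ratio, and 1.07 in WRRl vs. XHl, on the other side. Among 14 ribosomal protein genes limma called 0 between the breeds (1 higher and 2 lower at an unadjusted p under 0.05), and 0 when adjusted over the list alone. The list's median log2 ratio was 0.13, 0.12, -0.16 and -0.12 in the 4 contrasts, the latter 2 turning to 0.13 and 0.15 with median-of-ratios factors. Without XHh the adjusted p of LAPTM5 from limma was 0.282, without XHl 0.233, without WRRl 0.0794 and without WRRh 0.0234, and over all alternatives it ran from 0.0146 to 0.282.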

The qPCR results showed general agreement with the RNA-Seq results in terms of the direction of expression in each comparison (Table 2).

**Table 2:** qPCR validation of DEGs obtained from RNA-seq.

Gene	Contrast	qPCR^1^	RNA-seq^2^
RPL29	WRR_h_ Vs. WRR_l_	1.58	1.05
	XH_h_ Vs. XH_l_	1.09	1.04
	WRR_h_ Vs. XH_h_	1.42	0.90
	WRR_l_ Vs. XH_l_	0.98	0.89
PDK4	WRR_h_ Vs. WRR_l_	7.26	4.60
	XH_h_ Vs. XH_l_	3.03	1.94
	WRR_h_ Vs. XH_h_	4.89	13.96
	WRR_l_ Vs. XH_l_	2.04	5.90
FOXO3	WRR_h_ Vs. WRR_l_	7.82	2.18
	XH_h_ Vs. XH_l_	0.76	0.98
	WRR_h_ Vs. XH_h_	11.13	6.56
	WRR_l_ Vs. XH_l_	1.08	2.96
LAPTM5	WRR_h_ Vs. WRR_l_	11.47	2.18
	XH_h_ Vs. XH_l_	2.18	1.39
	WRR_h_ Vs. XH_h_	4.63	0.32
	WRR_l_ Vs. XH_l_	0.88	0.20

^1^meant the ratio of expression value (2^-ΔΔCt^) in the second group to the first group,

^2^fold change between contrasts presented (the ratio of FPKM in the second group to the first group).

### GO and KEGG pathway analysis for DEGs

DEGs were then used for GO analysis to uncover enriched (P < 0.05) biological processes terms in each comparison. A total of 142 biological process terms, including 21 in WRR_h_ vs. WRR_l_, 6 in XH_h_ vs. XH_l_, 47 in WRR_h_ vs. XH_h_ and 119 in WRR_l_ vs. XH_l_, were identified in our study (S5 Table). Of these, 99 were unique terms that appeared only once in all of the four comparisons. 

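The medians of the tendon and early response lists lay on opposite sides of 0 in the contrasts within the breeds. Tendon and cartilage genes had a list median of -0.69 over 7 measured members in WRRh vs. WRRl and 1.66 in XHh vs. XHl. FMOD, a collagen-binding proteoglycan, was at 15.2, 5.70, 3.25 and 12.4 FPKM in WRRh, WRRl, XHh and XHl, and TNMD, a marker of tendon cells, at 8.35, 3.47, 1.34 and 7.18 FPKM. Immediate early genes and YAP targets had medians of -0.59 and 0.28, for example KLF4 (a transcription factor of the early response) at 70.9, 34.7, 17.7 and 31.6 FPKM. Slow, cardiac and embryonic sarcomere genes had medians of 0.85 and -0.19, and glycolysis genes of -0.24 and -0.35. Among 10000 random lists of similar expression the medians in WRRh vs. WRRl stood at percentile 0 for tendon, 0 for immediate early, 100 for slow sarcomere and 5.24 for glycolysis genes. In XHh vs. XHl they stood at 100, 99.4, 0.57 and 0.29. Differences between these contrasts were not tested, since each condition is 1 library. In the paper's S5 Table the term with the smallest P is response to external stimulus in WRRh vs. WRRl (8 genes, P = 1.77e-05, Benjamini 0.0111) and tissue development in XHh vs. XHl (4 genes, P = 0.00599, Benjamini 0.806). Of the paper's terms, 1, 0, 6 and 39 have a Benjamini value under 0.1 in WRRh vs. WRRl, XHh vs. XHl, WRRh vs. XHh and WRRl vs. XHl.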

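ACSL4, which activates long-chain fatty acids, rose from 10.1 and 11.2 FPKM to 28.8 and 29.9 FPKM in XHh and XHl, a log2 change, XH minus WRR, of 1.39 (standard error 0.13, adjusted p = 0.0479 from limma). LDHB, the lactate dehydrogenase subunit of heart muscle, fell from 70.9 and 99.7 FPKM to 34.4 and 45.0 FPKM, with -1.08 (standard error 0.12, adjusted p = 0.0483 from limma). Of 10 measured genes of fatty acid oxidation, 1 rose (ACSL4) and 9 did not pass the test from limma (2 higher when adjusted over the list alone), and the list's median log2 ratio was 0.31 in WRRh vs. XHh and 0.23 in WRRl vs. XHl. Of 5 genes of glycolysis, LDHB fell (also 1 when adjusted over the list alone), with medians of -0.41 and -0.033, the latter turning to 0.24 with median-of-ratios factors. For 20 genes of oxidative phosphorylation limma called 0 (3 higher and 0 lower at an unadjusted p under 0.05) and 0 when adjusted over the list alone, with medians of -0.055 and 0.056, the former turning to 0.23 with median-of-ratios factors. UQCRB, a subunit of complex III, was at 111, 111, 164 and 149 FPKM. For 8 genes of the proteasome limma called 0 (1 higher and 0 lower at an unadjusted p under 0.05) and 0 when adjusted over the list alone, with medians of 0.11 and 0.12. PSMD12, a subunit of its lid, was at 57.3, 54.5, 72.4 and 74.0 FPKM. Over the 4 comparisons of the paper's S5 Table, 99 terms occur once, 43 more than once and 0 in all 4. When XHh or XHl was left out, limma gave ACSL4 and LDHB adjusted p values of 0.236 to 0.279 and 0.232, against 0.0560 to 0.113 without WRRl and 0.0253 to 0.0406 without WRRh (range over all alternatives 0.00883 to 0.279).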

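The macrophage genes C1QA, C1QB and C1QC, which encode the first component of complement, were at 52.5, 41.1 and 57.1 FPKM in WRRl and 9.62, 10.6 and 15.9 FPKM in XHl. All of C1QA, C1QB and C1QC fell between the breeds, C1QA with a log2 change, XH minus WRR, of -2.06 (standard error 0.19, adjusted p = 0.0479 from limma), C1QB with -1.71 (standard error 0.15, adjusted p = 0.0479 from limma) and C1QC with -1.44 (standard error 0.21, adjusted p = 0.0499 from limma). Of 13 T cell genes 4 fell (CD3D, CD3E, TRAC and TRBC2, all parts of the T cell receptor complex) and 9 did not pass (12 lower when adjusted over the list alone), CD3D with a log2 change, XH minus WRR, of -2.29 (standard error 0.12, adjusted p = 0.0376 from limma). Of 6 adipocyte genes PLIN1 (the coat protein of lipid droplets) and THRSP (a lipogenic regulator) fell, PLIN1 by 2.82 (standard error 0.18, adjusted p = 0.0418 from limma) (when adjusted over the list alone 4 lower and CIDEA higher). Of 8 immediate early genes and YAP targets EGR1 and CYR61 fell and 6 did not pass (5 lower when adjusted over the list alone). The medians in WRRh vs. XHh and WRRl vs. XHl were -1.55 and -2.28 for macrophage, -1.11 and -1.71 for T cell, -0.84 and -1.40 for adipocyte and -1.07 and -0.36 for immediate early genes. In the paper's S5 Table, immune system process holds 5, 8 and 21 genes in WRRh vs. WRRl, WRRh vs. XHh and WRRl vs. XHl, and cell differentiation 7, 13 and 23. The developmental process term holds 10, 27 and 42 genes, and none of these 3 is listed for XHh vs. XHl. For these 11 genes (C1QA, C1QB, C1QC, CD3D, CD3E, TRAC, TRBC2, PLIN1, THRSP, EGR1 and CYR61) the adjusted p from limma over all alternatives ranged from 0.00730 to 0.379, with 0.231 to 0.379 without XHh, 0.232 to 0.249 without XHl, 0.0482 to 0.366 without WRRl and 0.0203 to 0.147 without WRRh.

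**Figure D2:**
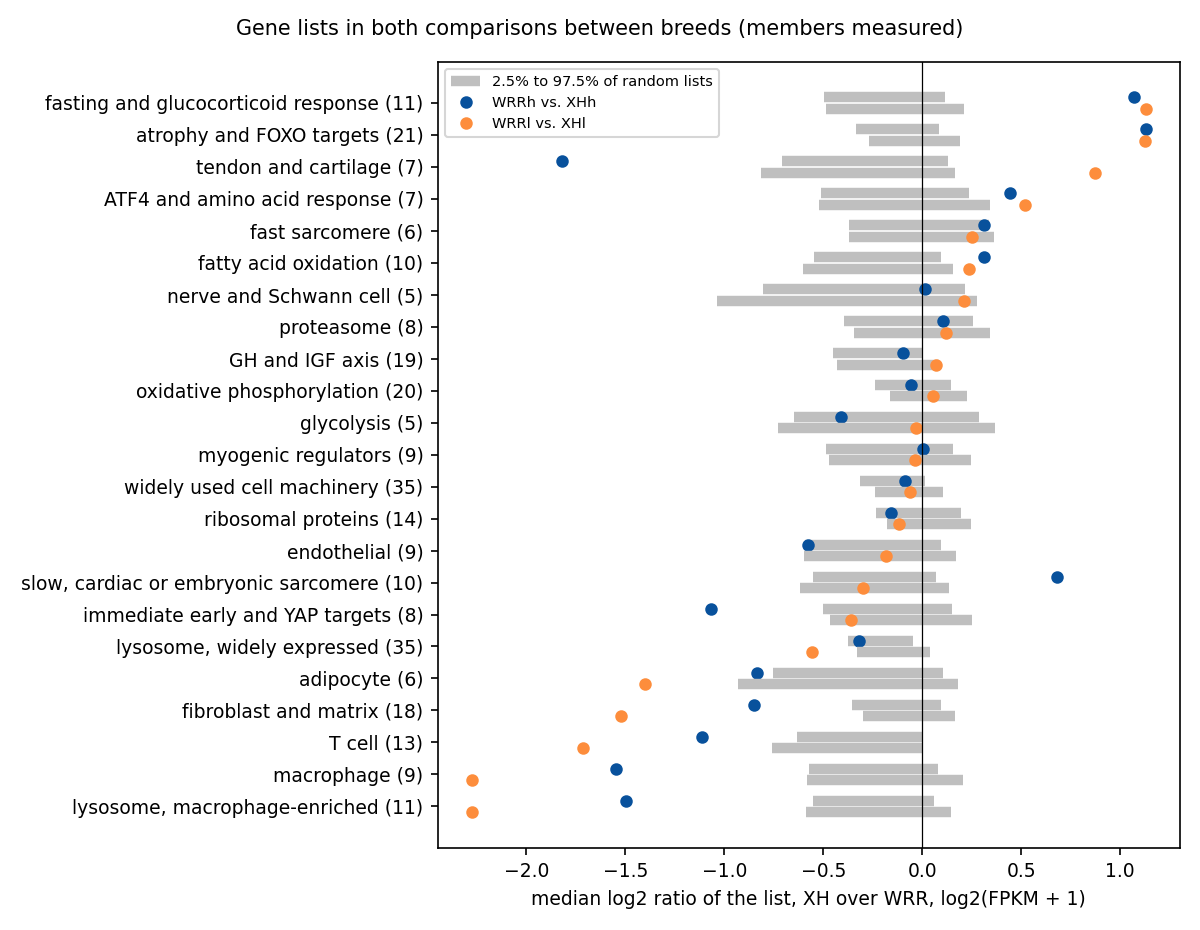
Median log2 ratio of each gene list, XH over WRR, on the scale log2(FPKM + 1), with the number of measured members in parentheses. Blue points are WRRh vs. XHh and orange points WRRl vs. XHl, grey bars span the middle 95% of 10000 random lists of similar expression, and the macrophage list lies at -1.55 and -2.28.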

Many of the repeated biological process terms were focused on developmental process, regulation of biological process, cell differentiation and cell adhesion. 

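Of 29 genes that the paper assigns to cell differentiation and proliferation, 17 were at least 2-fold lower and 3 higher in WRRh vs. XHh, and 22 lower and 3 higher in WRRl vs. XHl. PTPRC (the leukocyte phosphatase CD45) had 18.1, 39.8, 7.27 and 9.65 FPKM in WRRh, WRRl, XHh and XHl and fell by 1.57 on the log2 scale in XH (standard error 0.22, adjusted p = 0.0483 from limma). TGFBR2, a receptor of transforming growth factor beta, had 27.8, 35.2, 15.0 and 16.7 FPKM and a log2 change, XH minus WRR, of -0.94 (standard error 0.13, adjusted p = 0.0483 from limma). FKBP1B, which steadies the calcium release channel of muscle, rose from 56.1 and 58.4 FPKM to 129 and 172 FPKM, with 1.36 (standard error 0.15, adjusted p = 0.0479 from limma). ANG (angiogenin), CD74 (the invariant chain of class II antigen presentation), DPYSL2 (a cytoskeletal protein of growing cells) and BTK (a B cell kinase) also fell, by 1.61, 0.98, 1.06 and 1.72 on the log2 scale, with adjusted p of 0.0479 to 0.0483 from limma. NOTCH2, a receptor that directs cell fate and that overlaps another gene model, had a log2 change of -0.92 (standard error 0.14, adjusted p = 0.0512 from limma), which did not pass the test. MYH11, a smooth muscle myosin that overlaps another gene model, was lower in the low-weight pools, with log2 ratios of -1.20 in WRRh vs. WRRl and -0.76 in XHh vs. XHl. Of the 29 genes, all matched to a gene ID, 3 rose (MYOD1, CEBPB and FKBP1B), 9 fell and 17 did not pass (3 higher and 24 lower when adjusted over the list alone). Since the study chose this list on these libraries, the count over the list alone is not independent evidence of its direction. Leaving out 1 library gave PTPRC, TGFBR2, FKBP1B, ANG, CD74, DPYSL2 and BTK an adjusted p from limma of 0.0247 to 0.0574 (WRRh), 0.0744 to 0.225 (WRRl), 0.236 to 0.375 (XHh) and 0.232 to 0.242 (XHl), within a range of 0.00964 to 0.375 over all alternatives.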

A total of 29 DEGs involved in cell differentiation and proliferation were observed in the four comparisons, including well-known genes affecting chicken growth such as *CEBPB*, *MYH11*, *MYOD1*, *NOTCH2* and *TGFBR2* (Table 3). Moreover, in comparing XH_h_ vs. XH_l_ and WRR_h_ vs. XH_h_, the following processes related to muscle development were found: skeletal muscle development, muscle organ development, muscle cell differentiation and muscle tissue development (S5 Table). Six DEGs were included in those processes: *ACTC1*, *FOXP2*, *LGALS1*, *MYOD1*, *XIRP1* and *ZFAND5*. These genes might be crucial to muscle development. 

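The muscle genes of these terms did not move as 1 group. ZFAND5, a regulator of proteasomal breakdown in muscle, rose from 38.0 and 48.0 FPKM in WRRh and WRRl to 136 and 109 FPKM in XHh and XHl, a log2 change, XH minus WRR, of 1.49 (standard error 0.20, adjusted p = 0.0483 from limma). LGALS1 (galectin 1, which aids muscle cell differentiation) had 175, 328, 45.7 and 37.3 FPKM and a log2 change of -2.51 (standard error 0.34, adjusted p = 0.0533 from limma), and XIRP1 (an actin-binding protein of muscle) had 30.3, 43.1, 13.1 and 10.7 FPKM and -1.54 (standard error 0.23, adjusted p = 0.0503 from limma), neither past the test. ACTC1 was at 267, 391, 82.9 and 387 FPKM, lowest in XHh, with -0.84 (standard error 0.55, adjusted p = 0.382 from limma). FOXP2, a forkhead transcription factor, was at 16.2 FPKM in XHh and is listed at 0 in the other 3 libraries. Of 9 measured myogenic regulators SMYD1 rose, ID2 (an inhibitor of MYOD1-type factors) fell and 7 did not pass the test from limma (1 higher and 3 lower when adjusted over the list alone), MYOD1 not being among the 9 because the tables list it under another name, with medians of 0.0052 in WRRh vs. XHh and -0.036 in WRRl vs. XHl, the latter turning to 0.24 with median-of-ratios factors. Of 10 slow, cardiac or embryonic sarcomere genes MYL2 (slow myosin light chain) rose by 2.32 and 9 did not pass (1 higher and 1 lower when adjusted over the list alone), with medians of 0.68 and -0.30, and -0.15 in WRRh vs. XHh over members above 0 in both libraries or with ACTC1 added. For 6 fast sarcomere genes limma called 0 (4 higher and 0 lower at an unadjusted p under 0.05), and 4 higher (ACTN2, MYOZ1, MYOM1 and MYOM2) when adjusted over the list alone. For 2 satellite cell genes limma called 0 (1 lower at an unadjusted p under 0.05), and VCAM1 (a cell adhesion molecule) lower when adjusted over the list alone. The paper's P for muscle organ development in WRRh vs. XHh is 0.00957 over 5 genes (Benjamini 0.384), and for skeletal muscle tissue development in XHh vs. XHl 0.0452 over 2 genes (Benjamini 0.920). Without XHh the adjusted p of ZFAND5, MYL2 and ID2 from limma was 0.231 to 0.313, without XHl 0.232, without WRRl 0.0198 to 0.185 and without WRRh 0.0176 to 0.0664, and over all alternatives it ran from 0.00680 to 0.313.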

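LAMP3, a lysosomal membrane protein, fell from 6.31 and 15.7 FPKM in WRRh and WRRl to 0.739 and 1.12 FPKM in XHh and XHl, a log2 change, XH minus WRR, of -2.53 (standard error 0.29, adjusted p = 0.0483 from limma). LIPA, the lysosomal acid lipase, had 38.8, 125, 10.9 and 12.9 FPKM and a log2 change of -2.46 (standard error 0.42, adjusted p = 0.0693 from limma), and CTSS, a protease of antigen-presenting cells, 69.7, 198, 28.9 and 43.3 FPKM and -1.71 (standard error 0.27, adjusted p = 0.0553 from limma), neither past the test. PLA2G15, a lysosomal phospholipase, went the other way and rose by 1.37 (standard error 0.16, adjusted p = 0.0483 from limma). Of 11 measured macrophage-enriched lysosome genes LAPTM5 and LAMP3 fell, PLA2G15 rose and 8 did not pass the test from limma (1 higher and 7 lower when adjusted over the list alone). Of 35 widely expressed lysosome genes NPC1 (a cholesterol exporter) rose, from 12.7 and 18.9 FPKM to 29.5 and 34.5 FPKM with an adjusted p of 0.0499 from limma, and 34 did not pass (2 higher and 13 lower when adjusted over the list alone). The medians in WRRh vs. XHh and WRRl vs. XHl were -1.50 and -2.28 for the macrophage-enriched list, and -0.32 and -0.56 for the widely expressed list. Within the breeds they were 1.20 and 0.37 in WRRh vs. WRRl, and 0.25 and 0.11 in XHh vs. XHl. CTSS and LAPTM5 are also on the macrophage list. When XHh or XHl was left out, limma gave LAMP3, PLA2G15 and NPC1 adjusted p values of 0.247 to 0.259 and 0.232 to 0.252, against 0.0482 to 0.0713 without WRRl and 0.0192 to 0.0720 without WRRh (range over all alternatives 0.0103 to 0.259).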

DEGs we identified were significant enriched (P < 0.05 and Benjiamini adjusted P < 0.1) in eight KEGG pathways, with the most influenced pathway being lysosome (Table 4). Furthermore, cell junction-related pathways such as focal adhesion, extracellular matrix (ECM)-receptor interaction and cytokine-cytokine receptor interaction were included. 

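COMP, a matrix protein of tendon and cartilage, fell from 131 and 202 FPKM in WRRh and WRRl to 40.0 and 69.2 FPKM in XHh and XHl, a log2 change, XH minus WRR, of -1.61 (standard error 0.12, adjusted p = 0.0468 from limma). COL1A2, a chain of type I collagen, and FBLN1, a matrix glycoprotein, fell by 0.75 and 1.32 on the log2 scale (adjusted p = 0.0483 and 0.0483 from limma). COL6A3, a chain of type VI collagen, had 66.4, 76.4, 32.0 and 19.7 FPKM and FN1 (fibronectin, which overlaps another gene model) 69.6, 157, 26.9 and 20.5 FPKM, neither past the test from limma. IL2RG, the shared receptor chain of several interleukins, had 23.3, 68.4, 7.72 and 9.58 FPKM. Of 18 measured fibroblast and matrix genes 4 fell (COL1A2, FBLN1, THY1 and FAP, a surface protease of fibroblasts) and 14 did not pass the test from limma (17 lower when adjusted over the list alone). Of 7 tendon and cartilage genes COMP and CHAD fell (also 2 when adjusted over the list alone), and of 9 endothelial genes limma called ANGPT2, an angiopoietin (2 lower when adjusted over the list alone), which is listed at 0 in XHh and XHl, so no fall is read from it. The medians in WRRh vs. XHh and WRRl vs. XHl were -0.85 and -1.52 for fibroblast, -1.82 and 0.87 for tendon and -0.58 and -0.18 for endothelial genes, the last turning to 0.072 with median-of-ratios factors. The fibroblast median was 0.31 in WRRh vs. WRRl and -0.28 in XHh vs. XHl, and the endothelial median -0.26 and -0.014. THY1, CHAD and ANGPT2 overlap other gene models and are uncertain. For COMP, COL1A2, FBLN1, THY1, FAP, CHAD and ANGPT2 the adjusted p from limma over all alternatives ranged from 0.0103 to 0.272, with 0.166 to 0.272 without XHh, 0.193 to 0.232 without XHl, 0.0198 to 0.143 without WRRl and 0.0171 to 0.0633 without WRRh.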

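Genes of the lysosome and of cell adhesion that the paper groups by KEGG pathway were nearly all lower in XHl than in WRRl. CSF3R, the receptor of a granulocyte growth factor, had 10.4, 30.5, 2.21 and 4.27 FPKM in WRRh, WRRl, XHh and XHl and a log2 change, XH minus WRR, of -2.20 (standard error 0.23, adjusted p = 0.0479 from limma). CTSC, a protease that activates enzymes of leukocyte granules, had 92.7, 198, 36.4 and 47.0 FPKM and -1.69 (standard error 0.22, adjusted p = 0.0483 from limma). PARVB, a focal adhesion protein that binds actin, had 23.6, 28.4, 5.62 and 6.64 FPKM and -1.92 (standard error 0.13, adjusted p = 0.0468 from limma), and CXCL14, a chemokine, 31.8, 21.7, 11.1 and 8.99 FPKM and -1.31 (standard error 0.14, adjusted p = 0.0479 from limma). CD44, the receptor of hyaluronan, fell by 1.74 on the log2 scale, and so did ZYX (zyxin, which overlaps other gene models), by 1.30, with adjusted p of 0.0483 and 0.0479 from limma. TLN1, which links integrins to actin, was at 23.0 and 8.71 FPKM in WRRl and XHl and its value in WRRh and XHh is 0 and 0 FPKM. Of the 45 genes, 27 matched 1 gene ID, and of these 1 was at least 2-fold higher and 18 lower in WRRh vs. XHh, and 0 higher and 25 lower in WRRl vs. XHl. Within WRR 12 were higher and 0 lower in WRRl, and within XH 1 was higher and 0 lower in XHl, and both counts include TLN1 with its listed value of 0. Between the breeds limma called 0 higher and 11 lower, and 16 did not pass (1 higher and 23 lower when adjusted over the list alone, which the study chose on these libraries). Leaving out 1 library gave CSF3R, CTSC, PARVB, CXCL14, CD44 and ZYX an adjusted p from limma of 0.0192 to 0.0497 (WRRh), 0.0560 to 0.106 (WRRl), 0.236 to 0.312 (XHh) and 0.232 to 0.240 (XHl), within a range of 0.00934 to 0.312 over all alternatives.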

There were 45 DEGs in these four pathways, including *TGFBR2* and *ITGAV* (Table 5).

**Table 3:** Differentially expressed genes involved in the processes of cell differentiation and proliferation in the four comparisons.

Gene name	Description	Fold change (P value)
Actc1	actin,alpha,cardiac muscle 1; actin,alpha 1,skeletal muscle	4.6673034 (1.20E-06)
ANG	leukocyte ribonuclease A-1; leukocyte ribonuclease A-2	3.5635050(7.02E-09)
ANXA1	annexin A1	5.0952624(8.32E-09)
B-MA1	B locus M alpha chain 1	3.5732686(0.000159)
btk	Bruton agammaglobulinemia tyrosine kinase	3.5233038(0.002987)
CD3E	CD3e molecule, epsilon (CD3-TCR complex)	5.5777273(5.02E-08)
CD74	CD74 molecule,major histocompatibility complex	2.2219375(0.000123)
CEBPB	CCAAT/enhancer binding protein (C/EBP), beta	3.5283824(1.13E-05)
CTGF	connective tissue growth factor	4.2948028(2.72E-06)
CXCR4	chemokine (C-X-C motif) receptor 4	3.9855519(0.000613)
Dpysl2	dihydropyrimidinase-like 2	2.2867636(0.000232)
EFHD1	EF-hand domain family, member D1	3.2853895(3.68E-05)
FABP4	fatty acid binding protein 4, adipocyte	5.4548149(3.38E-10)
Fkbp1b	FK506 binding protein 1B, 12.6 kDa	2.9395742(0.000495)
FYN	FYN oncogene related to SRC, FGR, YES	2.9063163(1.53E-05)
LGALS1	lectin, galactoside-binding, soluble, 1	8.8038404(1.47E-12)
LIPA	lipase A lysosomal acid cholesterol esterase	9.7054782(4.66E-15)
LYN	v-yes-1 Yamaguchi sarcoma viral related oncogene homolog	4.8534220(3.98E-08)
MDK	midkine (neurite growth-promoting factor 2)	8.3954349(1.06E-07)
MYH11	myosin heavy chain 10 non-muscle; myosin heavy chain 11	2.3873684(9.77E-07)
MYOD1	myogenic differentiation 1	8.3954349(1.06E-07)
Notch2	Notch homolog 2 (Drosophila)	2.1351327(0.000257)
plek	pleckstrin	5.8407637(1.37E-07)
Ptprc	protein tyrosine phosphatase receptor type C	4.1222595(9.99E-14)
sfrp2	secreted frizzled-related protein 2	6.4703796(4.28E-08)
Tgfbr2	transforming growth factor, beta receptor II (70/80kDa)	2.1053138(0.000330)
THY1	Thy-1 cell surface antigen	7.3370184(4.45E-12)
TXNRD1	thioredoxin reductase 1	3.1127232(0.000165)
XIRP1	xin actin-binding repeat containing 2	4.0403702(5.75E-08)

**Table 4:** Enriched KEGG pathways for all DEGs identified in the four comparisons.

No.	Pathways	P value	Benjiamini
1	Lysosome	1.2E-07	9.4E-06
2	Focal adhesion	0.0041	0.15
3	Drug metabolism	0.0045	0.12
4	Metabolism of xenobiotics by cytochrome P450	0.024	0.39
5	ECM-receptor interaction	0.027	0.36
6	Cytokine-cytokine receptor interaction	0.03	0.33
7	Intestinal immune network for IgA production	0.039	0.37
8	Glutathione metabolism	0.048	0.39

P < 0.05 and Benjiamini adjusted p < 0.1 was regarded as enriched.

**Table 5:** Differentially expressed genes involved in the five pathways related to growth.

Gene	Description	Gene	Description
actn1	actinin, alpha 1	fn1	fibronectin 1
Atp6v0d2	ATPase, H+ transporting, lysosomal 38kDa, V0 subunit D2	FYN	FYN oncogene related to SRC, FGR, YES
CCR2	chemokine (C-C motif) receptor 2	GNPTAB	N-acetylglucosamine-1-phosphate transferase,alpha and beta subunits
CCR5	chemokine (C-C motif) receptor 5	GUSB	glucuronidase, beta
CD44	CD44 molecule	il2rg	interleukin 2 receptor, gamma
CHAD	chondroadherin	Itgav	integrin, alpha V
CLTA	clathrin, light chain (Lca)	LAMP3	lysosomal-associated membrane protein 3
Col5a1	collagen, type V, alpha 1	LAPTM4A	lysosomal-associated protein transmembrane 4 alpha
Col6a3	collagen, type VI, alpha 3	LAPTM5	lysosomal associated multispanning membrane protein 5
comP	cartilage oligomeric matrix protein	LGMN	legumain
CSF2RA	colony stimulating factor 2 receptor, alpha	lipA	lipase A, lysosomal acid, cholesterol esterase
csf3r	colony stimulating factor 3 receptor	LYPLA3	lysophospholipase 3
CTSA	cathepsin A	PARVB	parvin, beta
CTSB	cathepsin B	pdgfra	platelet-derived growth factor receptor, alpha polypeptide
CTSC	cathepsin C	Pdgfrb	platelet-derived growth factor receptor, beta polypeptide
CTSH	cathepsin H	Pik3cb	phosphoinositide-3-kinase, catalytic, beta polypeptide
CTSL2	cathepsin L2	Samd13	deoxyribonuclease II beta;sterile alpha motif domain containing 13
CTSS	cathepsin S	SPP1	secreted phosphoprotein 1
CXCL12	chemokine (C-X-C motif) ligand 12	TCIRG1	T-cell, immune regulator 1, ATPase, H+ transporting
CXCL13L2	similar to macrophage inflammatory protein-2	Tgfbr2	transforming growth factor, beta receptor II (70/80kDa)
CXCL14	chemokine (C-X-C motif) ligand 14	TLN1	talin 1
CXCR4	chemokine (C-X-C motif) receptor 4	ZYX	zyxin
FLNB	filamin B, beta		

### Gene network analysis for DEGs

Subsequently, we used Ingenuity Pathway Analysis (IPA, Ingenuity Systems; http://www.ingenuity.com) to investigate the gene networks for DEGs identified in the inner comparisons (WRR_h_ vs. WRR_l_ and XH_h_ vs. XH_l_). The results showed that the top gene network was cellular movement (Fig 2A). 

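FABP4, a fatty acid carrier of adipocytes and macrophages, had 193, 550.2, 76.0 and 101 FPKM in WRRh, WRRl, XHh and XHl, LYN, a kinase of blood cells, 10.9, 28.0, 4.50 and 5.76 FPKM and SPI1, the transcription factor PU.1 of myeloid cells, 26.2, 79.6, 11.4 and 13.1 FPKM. LGALS3 (galectin 3, a lectin of macrophages that overlaps another gene model) had 26.9, 102, 1.76 and 2.57 FPKM. Their log2 ratios in WRRh vs. WRRl were 1.51, 1.28, 1.57 and 1.89, and in XHh vs. XHl 0.40, 0.30, 0.19 and 0.37. CYBB, the core of the phagocyte oxidase, had 6.98, 28.0, 0.619 and 0.834 FPKM, and GREM1, an inhibitor of bone morphogenetic proteins, 4.72, 2.55, 0.623 and 7.48 FPKM. Of the 20 genes drawn in Fig 2A, 17 matched 1 gene ID, and of these 14 were at least 2-fold higher and 1 lower (MYH11) in WRRh vs. WRRl, while 3 were higher and 0 lower in XHh vs. XHl (GREM1, MDK and PFKFB3). Between the breeds limma called 0 higher, 5 lower and 12 not past the test (0 higher and 13 lower when adjusted over the list alone, which the study chose on these libraries), among them LGALS3 with a log2 change, XH minus WRR, of -4.09 (standard error 0.44, adjusted p = 0.0483 from limma). MMP7, a matrix metalloproteinase, was also called (adjusted p = 0.0479 from limma), with 42.9 and 145 FPKM in WRRh and WRRl and 0.0869 FPKM in XHl. XHh lists it at 0 and the fit rests in part on that value, so no fall is read from the call. Without XHh the adjusted p of LGALS3 and MMP7 from limma was 0.236 to 0.268, without XHl 0.232 to 0.237, without WRRl 0.00566 to 0.0347 and without WRRh 0.00318 to 0.00792, and over all alternatives it ran from 0.00318 to 0.268.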

Among the DEGs, *FABP4*, *LGALS3*, *LYN* and *SPI1* were central of this network. Network analysis for all DEGs in the cross-breed comparisons (WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l_) revealed that the top gene network was skeletal and muscular system development and function (Fig 2B), with *MYOD1* and *FBXO32* as node genes.

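KLF15, a transcription factor of the glucocorticoid response in muscle, had 28.4, 20.2, 60.6 and 72.1 FPKM in WRRh, WRRl, XHh and XHl and a log2 change, XH minus WRR, of 1.43 (standard error 0.22, adjusted p = 0.0512 from limma), which did not pass the test. NPTX1, a secreted pentraxin, rose from 0.629 and 0.372 FPKM to 6.71 and 6.95 FPKM, with 2.39 (standard error 0.22, adjusted p = 0.0479 from limma). PLEKHO1, a regulator of actin and cell growth, fell from 14.8 and 12.8 FPKM to 6.52 and 4.58 FPKM, with -1.19 (standard error 0.15, adjusted p = 0.0483 from limma). TKT, an enzyme of the pentose phosphate pathway, had 11.6, 27.2, 4.81 and 4.89 FPKM, SERPINI1, a serine protease inhibitor, 11.1, 46.7, 2.53 and 2.31 FPKM and ASNS, which makes asparagine, 5.92, 17.0, 4.38 and 4.60 FPKM, and none of the 3 passed the test. Of the 25 genes drawn in Fig 2B, 18 matched 1 gene ID, and of these 6 were at least 2-fold higher and 6 lower in WRRh vs. XHh, and 6 higher and 10 lower in WRRl vs. XHl. FBXO32, MYOD1, PDK4, KLF15, TRIM63 and NPTX1 were at least 2-fold higher in XH in both contrasts. Between the breeds limma called 5 higher, 1 lower and 12 not past the test (6 higher and 8 lower when adjusted over the list alone, which the study chose on these libraries). When XHh or XHl was left out, limma gave NPTX1 and PLEKHO1 adjusted p values of 0.236 and 0.232, against 0.0432 to 0.0888 without WRRl and 0.0192 to 0.0686 without WRRh (range over all alternatives 0.00883 to 0.236).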

**Fig 2:**
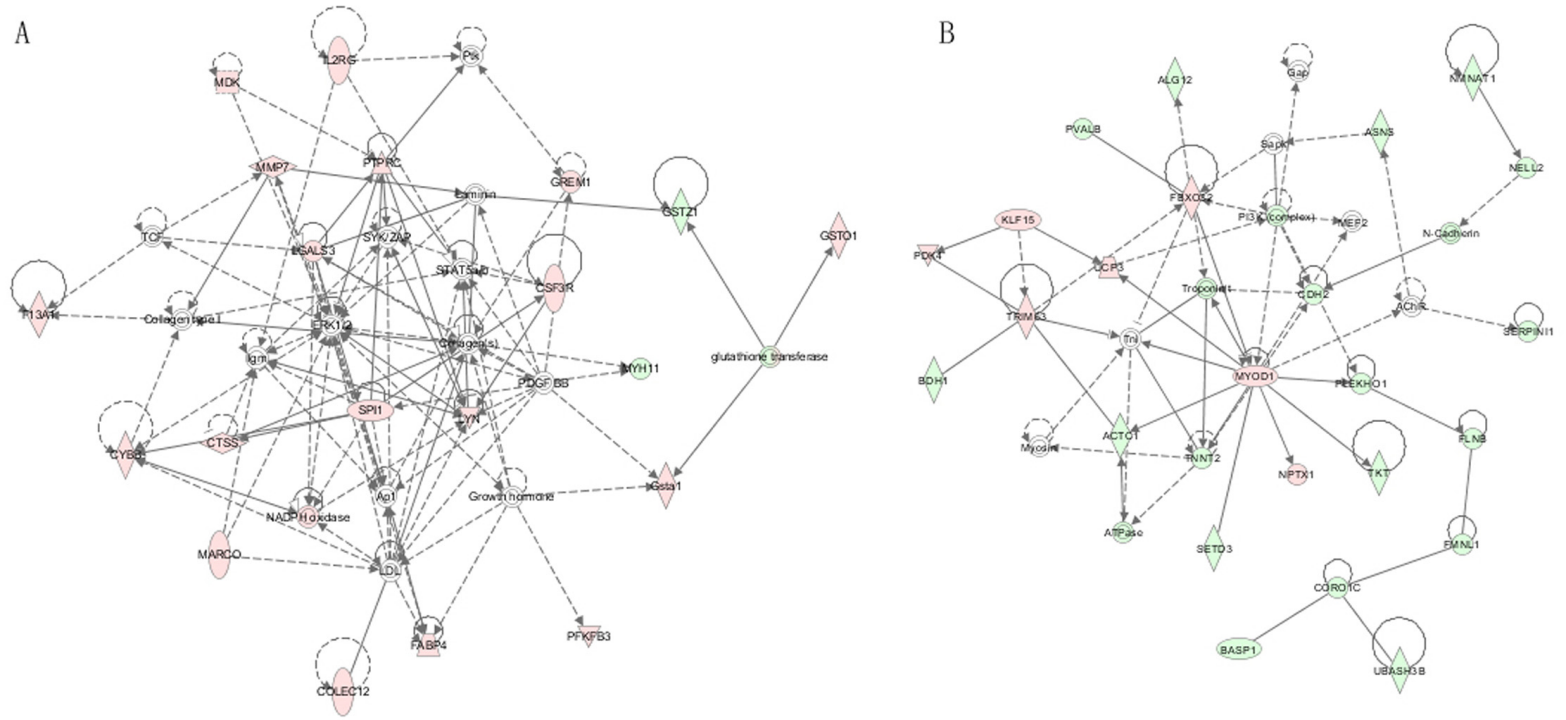
The top gene network in the inner contrasts and across-breed contrasts. A: The top gene network identified in inner contrasts (WRR_h_ Vs. WRR_l_ and XH_h_ Vs. XH_l_). B: The top gene network identified in across-breed contrasts (WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_). Genes exhibiting up-regulated were shown in red, while gene exhibiting down-regulated were shown in green color. The color intensity indicated the degree of up-/down-regulated. Solid lines and dashed lines indicated direct interaction and indirect interaction, respectively.

The results of the GO, KEGG pathway and gene network analyses indicated that *CEBPB*, *FBXO32* and *MYOD1* might be the key genes related to chicken growth at 7 weeks of age. 

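PNPLA8, a phospholipase of peroxisomes and mitochondria, rose from 13.8 and 15.8 FPKM in WRRh and WRRl to 73.4 and 63.3 FPKM in XHh and XHl, a log2 change, XH minus WRR, of 2.13 (standard error 0.16, adjusted p = 0.0468 from limma). FOXK2, a forkhead transcription factor, and MTMR7, a lipid phosphatase that overlaps another gene model, rose by 1.20 and 1.63, each with an adjusted p of 0.0483 from limma. ALDH1A1, an enzyme of retinoic acid synthesis, had 5.45, 7.93, 51.4 and 27.3 FPKM and 2.34 (standard error 0.39, adjusted p = 0.0640 from limma), which did not pass the test. OSGIN1, an oxidative stress response gene, fell from 75.3 and 51.5 FPKM to 8.83 and 6.30 FPKM, with -2.90 (standard error 0.13, adjusted p = 0.0230 from limma). ANXA2, a calcium-dependent membrane protein, fell by 1.81 and PTPN7, a phosphatase of blood cells, by 1.92 on the log2 scale, with adjusted p of 0.0483 and 0.0479 from limma. Of the 21 genes drawn in Fig 3A, 19 matched 1 gene ID, and of these 9 were at least 2-fold higher and 10 lower in WRRh vs. XHh, ANGPT2 listed at 0 in XHh among them (7 higher, 6 lower and 6 not past the test from limma between the breeds, and 9 higher and 10 lower when adjusted over the list alone). Of the 13 genes drawn in Fig 3B, 12 matched, and 5 were at least 2-fold higher and 7 lower in WRRl vs. XHl (4 higher, 3 lower and 5 not past the test, and 5 higher and 7 lower when adjusted over the list alone). The study chose these genes on these libraries, so the counts over the list alone are not independent evidence. For PNPLA8, FOXK2, MTMR7, OSGIN1, ANXA2 and PTPN7 the adjusted p from limma over all alternatives ranged from 0.00379 to 0.258, with 0.231 to 0.258 without XHh, 0.232 without XHl, 0.0347 to 0.0902 without WRRl and 0.0192 to 0.0290 without WRRh.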

Further investigation of gene networks involving these three genes showed that *FOXO3* might be the crucial gene, interacting with *CEBPB*, *FBXO32*, and *MYOD1* and to affect growth (Fig 3A and 3B, which show networks compared for WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l_, respectively). In WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l_, the *CEBPB*, *FBXO32*, *FOXO3* and *MYOD1* mRNA levels were all higher in slow-growing chickens than in fast-growing chickens (Table 6). Furthermore, *FBXO32* and *FOXO3* showed relatively high fold changes in both of these two comparisons. Therefore, *FBXO32* and *FOXO3* were selected for functional analysis in this study.

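FBXO32, a muscle-specific ubiquitin ligase of protein breakdown, had 23.9, 21.5, 209 and 236 FPKM in WRRh, WRRl, XHh and XHl. FOXO3 had 14.1, 30.8, 92.7 and 90.9 FPKM, MYOD1, which starts muscle differentiation, 119, 113, 278 and 314 FPKM, and CEBPB, a transcription factor of stress and fat cell development, 45.1, 62.8, 159 and 139 FPKM. FBXO32 (ENSGALG00000016369) lies on chromosome 2 from 143695681 to 143720333, FOXO3 (ENSGALG00000015297) on chromosome 3 from 69947182 to 70018373, MYOD1 (ENSGALG00000006216) on chromosome 5 from 13282610 to 13286567 and CEBPB (ENSGALG00000008014) on chromosome 20 from 13765424 to 13766411, as the deposited tables give them, which name no build, and the paper's SNP positions in FOXO3 lie outside the stretch given for FOXO3. MYOD1 overlaps another gene model (ENSGALG00000023669), so its value is uncertain. The log2 ratios in WRRh vs. XHh and WRRl vs. XHl were 3.07 and 3.40 for FBXO32, 2.63 and 1.53 for FOXO3, 1.22 and 1.47 for MYOD1, and 1.80 and 1.13 for CEBPB. The log2 change between the breeds, XH minus WRR, was 3.23 (standard error 0.14, adjusted p = 0.0230 from limma) for FBXO32, 1.34 (standard error 0.12, adjusted p = 0.0479 from limma) for MYOD1 and 1.46 (standard error 0.20, adjusted p = 0.0483 from limma) for CEBPB, and these 3 rose. For FOXO3 it was 2.08 (standard error 0.31, adjusted p = 0.0542 from limma), which did not pass the threshold of 0.05. Within WRR, FOXO3 was 2.18 times as high in WRRl as in WRRh. Leaving out 1 library gave FBXO32 an adjusted p from limma of 0.00811 (WRRh), 0.0102 (WRRl), 0.0863 (XHh) and 0.109 (XHl), within a range of 0.00227 to 0.109 over all alternatives. Without XHh the adjusted p of FOXO3 from limma was 0.254, without XHl 0.233, without WRRl 0.0131 and without WRRh 0.0213, and over all alternatives it ran from 0.0131 to 0.254. When XHh or XHl was left out, limma gave MYOD1 and CEBPB adjusted p values of 0.236 to 0.244 and 0.232, against 0.0482 to 0.0628 without WRRl and 0.0253 to 0.0291 without WRRh (range over all alternatives 0.00827 to 0.244).

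**Figure D3:**
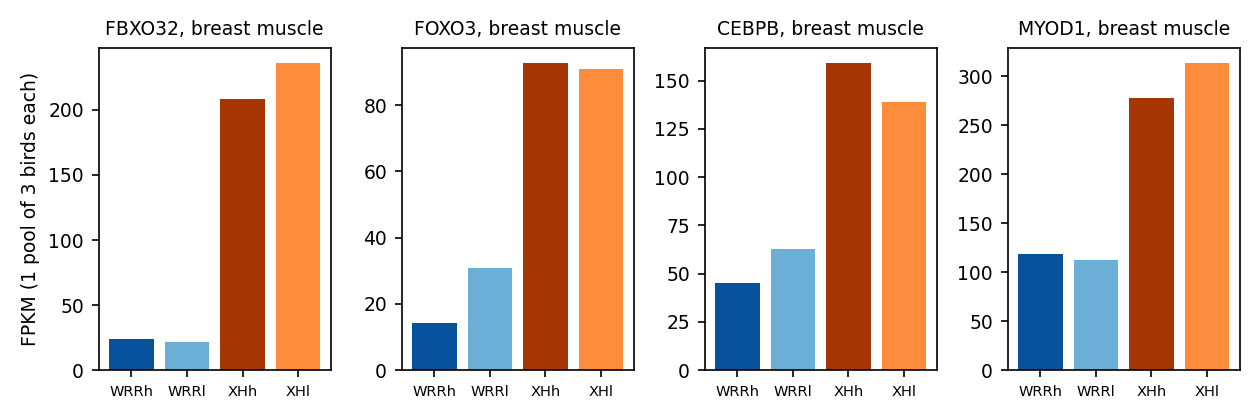
FPKM of FBXO32, FOXO3, CEBPB and MYOD1 in the 4 libraries on a linear axis from 0, each bar 1 library of pooled RNA from 3 birds and without an error bar, since there is 1 library per condition. In each gene both bars of XH are higher than both bars of WRR, for FBXO32 209 and 236 FPKM against 23.9 and 21.5.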

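The FPKM of FBXO32 was 8.72 times as high in XHh as in WRRh and 11.0 times as high in XHl as in WRRl. FOXO3 had ratios of 6.56 and 2.95, CEBPB of 3.53 and 2.21 and MYOD1 of 2.33 and 2.78 in these contrasts. Ranked by the ratio on the scale log2(FPKM + 1) among the 199 genes at least 2-fold higher in WRRh vs. XHh, FBXO32 was number 6, FOXO3 number 13, CEBPB number 43 and MYOD1 number 117. Among the 193 such genes of WRRl vs. XHl, FBXO32 was number 3, FOXO3 number 68, MYOD1 number 76 and CEBPB number 141. Each ratio rests on 1 library per condition and has no replicate check.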

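TRIM63, a muscle ubiquitin ligase of the sarcomere, rose from 374 and 373 FPKM in WRRh and WRRl to 1210.2 and 1127 FPKM in XHh and XHl, a log2 change, XH minus WRR, of 1.64 (standard error 0.092, adjusted p = 0.0380 from limma). SESN1, a sestrin that restrains mTOR signalling, rose to 462 and 669.8 FPKM from 191 and 243, with 1.36 (standard error 0.11, adjusted p = 0.0468 from limma). Of 21 measured genes of muscle atrophy and FOXO targets 9 rose (TRIM63, FBXO30, PDK4, ZFAND5, KLHL38, BNIP3, CEBPB, SESN1 and FAM134B), 0 fell and 12 did not pass the test from limma (13 higher and 1 lower when adjusted over the list alone, and 2 lower at an unadjusted p under 0.05). Of 11 genes of the fasting and glucocorticoid response CEBPB, PDK4 and USP2 rose and 8 did not pass (8 higher when adjusted over the list alone), and for USP2, a ubiquitin protease, the log2 change was 1.12 (standard error 0.16, adjusted p = 0.0483 from limma). The atrophy list had median log2 ratios of 1.13 and 1.12 in WRRh vs. XHh and WRRl vs. XHl, and 0.079 and 0.032 in WRRh vs. WRRl and XHh vs. XHl. Its medians between the breeds stood at percentiles 100 and 100, and those of the fasting list, 1.07 and 1.13, at 100 and 100. PDK4, CEBPB, KLF15 and FOXO3 are on both lists, and FBXO32 is listed under another name in the deposited tables and is not among the members measured. The paper names these shared genes, and TRIM63 and ZFAND5 of the atrophy list, from these same libraries, so the percentiles are not independent support. For TRIM63, SESN1, USP2, FBXO30, KLHL38, BNIP3 and FAM134B the adjusted p from limma over all alternatives ranged from 0.00379 to 0.236, with 0.231 to 0.236 without XHh, 0.232 without XHl, 0.0260 to 0.0807 without WRRl and 0.0127 to 0.0666 without WRRh. From GO, KEGG and network analyses the paper proposes CEBPB, FBXO32 and MYOD1 as key genes and FOXO3 as the gene that interacts with them, and it selects FBXO32 and FOXO3 for their relatively high fold changes in both contrasts. The Discussion proposes as possible that higher CEBPB, FBXO32 and FOXO3 in Xinghua contributed to its lower growth, with MYOD1 partly counteracting it. In the paper's siRNA experiment in DF-1 cells, however, FOXO3 knockdown raised FBXO32 and PDK4. The paper states that the changes of FBXO32 and CEBPB did not match the inhibitory role in muscle growth reported for FOXO3.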

**Fig 3:**
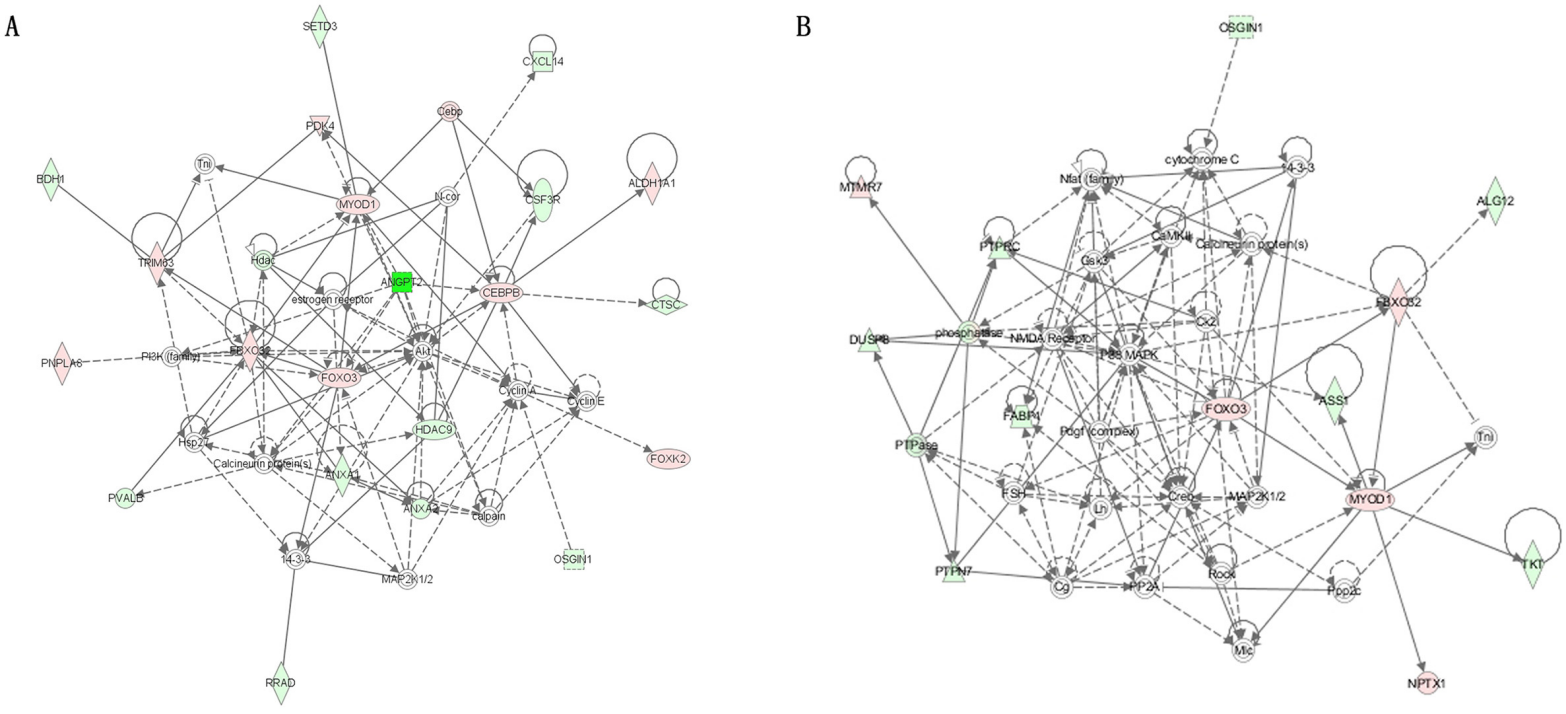
Gene networks involved the *FBXO32* and *MYOD1* in WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l_. A: in WRR_h_ Vs. XH_h_. B: in WRR_l_ Vs. XH_l_. Genes exhibiting up-regulated were shown in red, while gene exhibiting down-regulated were shown in green color. The color intensity indicated the degree of up-/down-regulated. Solid lines and dashed lines indicated direct interaction and indirect interaction, respectively.

**Table 6:** Differential expression of *CEBPB*, *FBXO32*, *FOXO3* and *MYOD1* in contrasts of WRR_h_ Vs. XH_h_ and WRR_l_ Vs. XH_l._

Gene	WRR_h_ FPKM	XH_h_ FPKM	log_2_Ratio (XH_h_/ WRR_h_)	WRR_l_ FPKM	XH_l_ FPKM	log_2_Ratio (XH_l_/ WRR_l_)
*CEBPB*	45.09	159.10	1.82	62.82	138.74	1.14
*FBXO32*	23.94	208.70	3.12	21.52	235.93	3.45
*FOXO3*	14.13	92.67	2.71	30.76	90.89	1.56
*MYOD1*	118.89	277.56	1.22	112.65	313.63	1.48

### cDNA clone of the chicken *FOXO3* gene

Using PCR amplification and 3’ rapid amplification of cDNA ends (3’RACE), a 2,882 bp (or 1,874 bp) cDNA fragment of the chicken *FOXO3* gene, including the 1,443 bp CDS and the full-length 3’ UTR (1,439 bp or 431 bp), was obtained (S3 Fig). The chicken FOXO3 showed more than 85.4% identity with its human, mouse, rat, elephant, whale, pig, dog, sheep and cattle, counterparts. However, much lower homology with cFOXO3 was found for fish and xenopus, which were 47.4% and 77.1%, respectively.

### *FOXO3* and *FBXO32* gene mRNA expression in different tissues and between different breeds

The mRNA expression analysis in various tissues showed that the chicken *FOXO3* gene was predominantly expressed in breast muscle and leg muscle tissues, followed by heart, lung and pituitary (Fig 4A). *FOXO3* expression was compared between WRR and XH chickens with normal body weight (BW) at seven weeks of age. In breast muscle, its mRNA level was significantly higher in XH chickens (P < 0.01) than in WRR chickens (Fig 4B). In leg muscle, expression in XH was significantly higher (P < 0.05) than in WRR (Fig 4B). The chicken *FBXO32* gene was predominantly expressed in leg, heart and breast muscle (Fig 5A). The mRNA level of *FBXO32* was significantly higher in breast and heart muscle than in XH (P < 0.05) but lower in leg muscle (P < 0.05) (Fig 5B).

**Fig 4:**
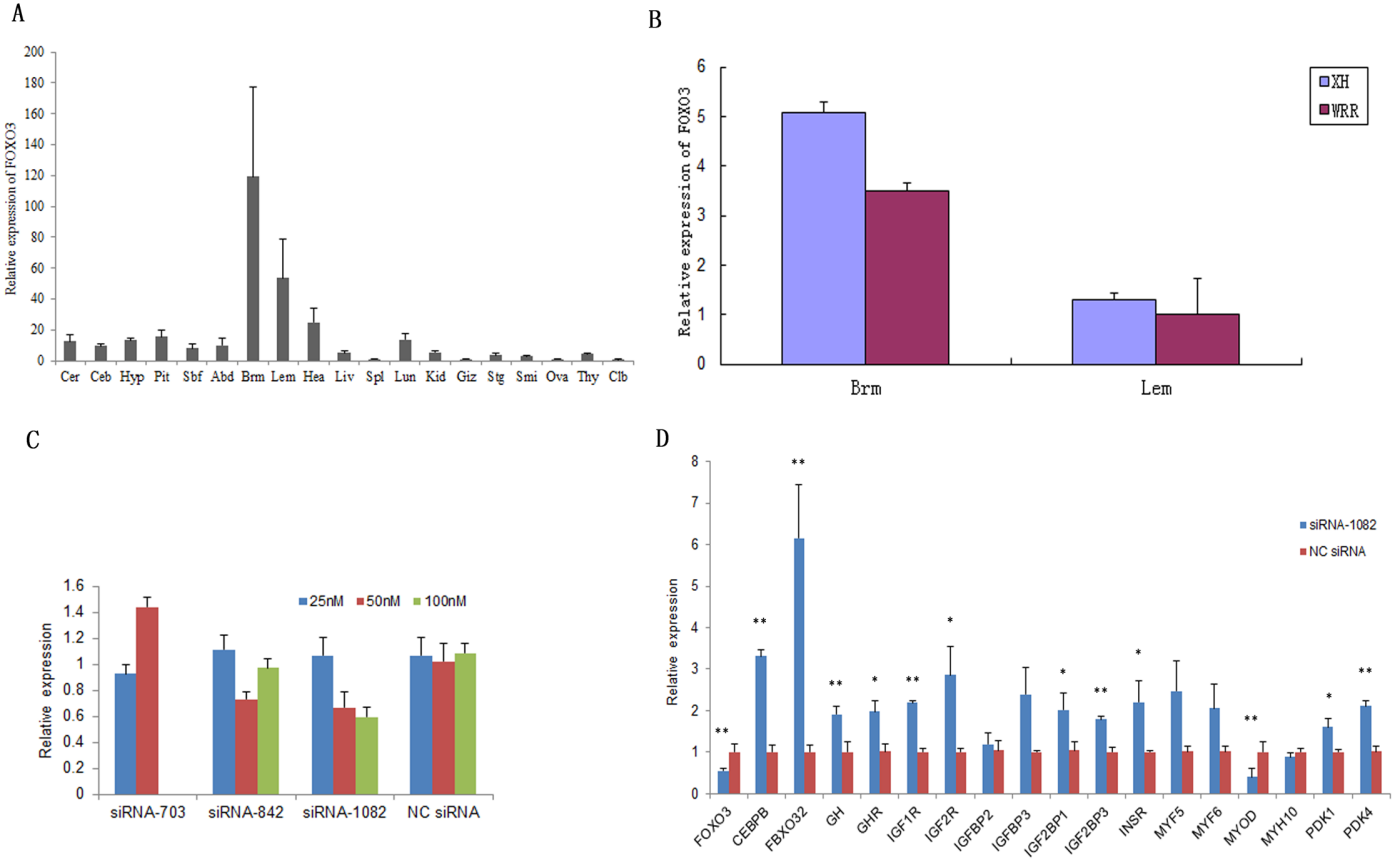
*FOXO3* expression in different tissues, different breeds, DF-1 cells and the up/down-regulation of growth-related genes. A: The mRNA level of *FOXO3* in different tissues. Cer: cerebrum, Ceb: cerebellum, Hyp: hypothalamus, Pit: pituitary, Sbf: subcutaneous fat, Abd: abdominal fat, Brm: breast muscle, Lem: leg muscle, Hea: heart, Liv: liver, Spl: spleen, Lun: lung, Kid: kidney, Giz: gizzard, Stg: stomachus glandularis, Smi: small intestine, Ova: vary, Thy: thymus, Clb: cloacal bursa. The horizontal axis indicated different tissues, while the vertical axis indicated 2^-ΔΔCt^ value. B: The expression difference of *FOXO3* between XH and WRR. C: Relative expression of *FOXO3* in DF-1 cells transfected with different siRNAs. The x-axis described siRNAs and the y-axis showed the relative expression of *FOXO3*. D: The relative expression changes of growth related genes in DF-1 transfected with siRNA-1082 at 100 nM. **and*indicated P < 0.01 and P < 0.05, respectively.

**Fig 5:**
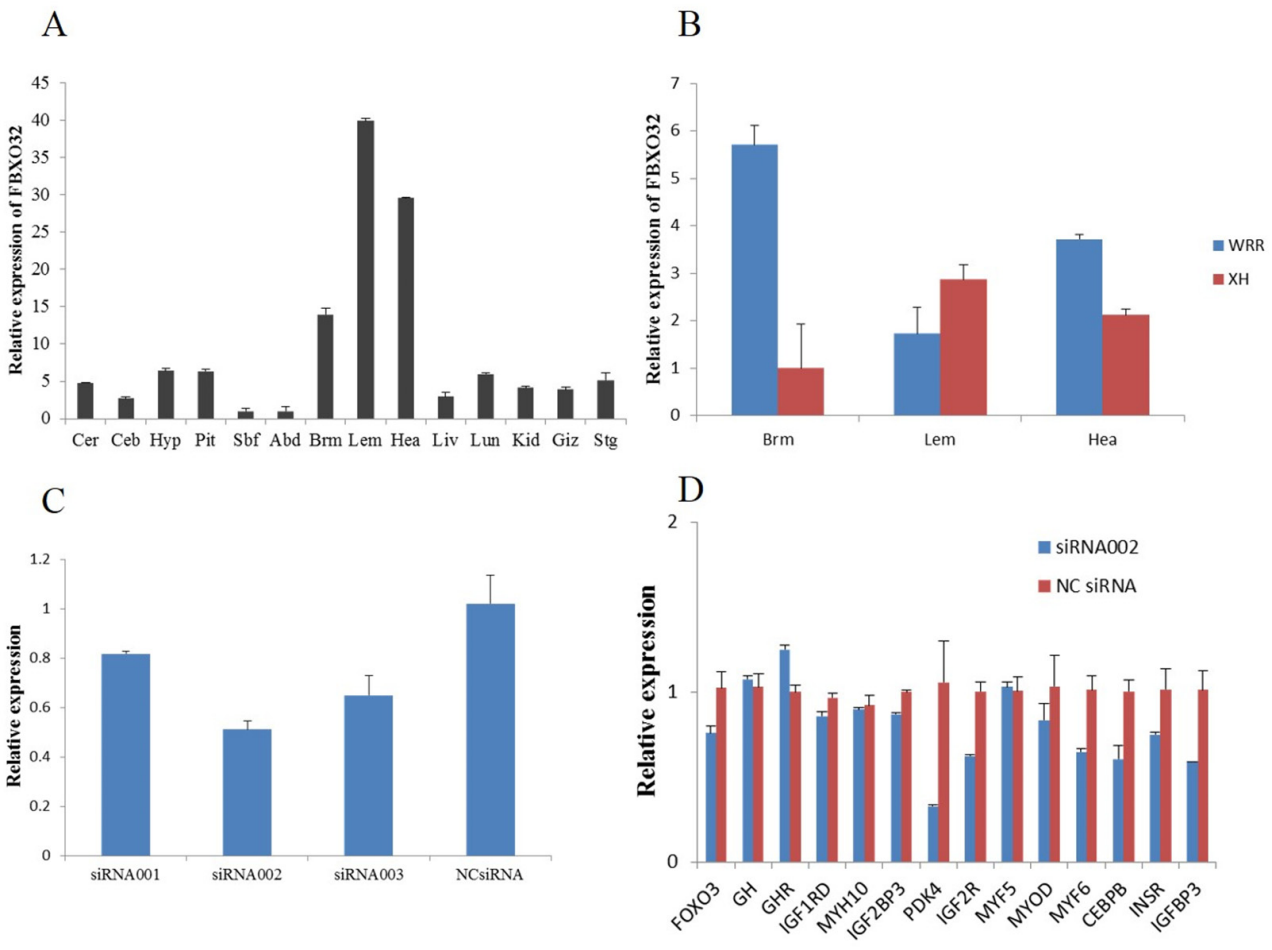
*FBXO32* expression in different tissues, different breeds, DF-1 cells and the up/down-regulation of growth-related genes. A: The mRNA level of *FBXO32* in different tissues in XH chickens. Cer: cerebrum, Ceb: cerebellum, Hyp: hypothalamus, Pit: pituitary, Sbf: subcutaneous fat, Abd: abdominal fat, Brm: breast muscle, Lem: leg muscle, Hea: heart, Liv: liver, Lun: lung, Kid: kidney, Giz: gizzard, Stg: stomachus glandularis. The horizontal axis indicated different tissues, while the vertical axis indicated 2^-ΔΔCt^ value. B: The expression difference of *FBXO32* between XH and WRR. C: Relative expression of *FBXO32* in DF-1 cells transfected with different siRNAs. The x-axis described siRNAs and the y-axis showed the relative expression of *FBXO32*. D: The relative expression changes of growth related genes in DF-1 transfected with siRNA002 at 50 nM. **and*indicated P < 0.01 and P < 0.05, respectively.

### The expression change of growth-related genes after RNA interference of candidate genes

To find suitable conditions for subsequent RNA interference experiments, we first evaluated the cell activity after transfection. From 5 to 48 h post-transfection, cell activity was not reduced and apoptosis did not occur in either DF-1 cells (S4A Fig) and skeletal muscle cell (S4B Fig). Moreover, the cell density became stronger with the advancement of time. Therefore, the transfected cells were collected at 48 h post transfection for further analysis.

To investigate the interfering efficiency of different small interfering RNAs (siRNAs), three specific siRNAs targeting *FOXO3*, siRNA-703, siRNA-842 and siRNA-1082 were transfected into DF-1 cells at three different concentrations (25 nM, 50 nM and 100 nM). Cells treated with non-specific siRNA (NC siRNA) were used as a control. The transfection of DF-1 cells with 25 nM siRNA-703 led to a 10% decrease in *FOXO3* gene expression, whereas transfection with 25 nM siRNA-842 or siRNA-1082 had no effect on gene expression (Fig 4C). After transfection with 50 nM siRNA-703, gene expression was not decreased. After transfection of siRNA-842 or siRNA-1082 at 50 nM, gene expression decreased 30% (Fig 4C). The best knockdown was mediated by siRNA-1082 transfection at 100 nM, resulting in 41% reduced gene expression (Fig 4C). For *FBXO32*, siRNA-001, siRNA-002 and siRNA-003 were synthesized and transfected into DF-1 cells at 50 nM which is the recommended concentration for Lipofectamine 2000. NC siRNA was used as a control at 50 nM. The three siRNAs decreased *FOXO3* gene expression by 18%, 49% and 35%, respectively (Fig 5C). Therefore, siRNA-002 was used for transfecting DF-1 cells.

Then, 100 nM siRNA-1082 was transfected into DF-1 cells. At 48 h after transfection, qPCR results showed that it effectively (P < 0.01) inhibited the expression of *FOXO3* (Fig 4D). *FOXO3* expression knockdown resulted in the significant up-regulation of many growth related genes, including *CEBPB* (P < 0.01), *FBXO32* (P < 0.01), *GH* (P < 0.01), *GHR* (P < 0.05), *IGF1R* (P < 0.01), *IGF2R* (P < 0.05), *IGF2BP1* (P < 0.05), *IGF2BP3* (P < 0.01), *INSR* (P < 0.05), *PDK1* (P < 0.05) and *PDK4* (P < 0.01), while the expression of *MYOD* was highly significantly down-regulated (P < 0.01). The mRNA levels of *IGFBP2*, *IGFBP3*, *MYF5*, *MYF6* and *MYH10* were not significantly changed (P > 0.05) (Fig 4D). The *IGF1* and *IGF2* expression levels were too low to be detected in DF-1 cells. After *FBXO32* gene expression was significantly decreased, many growth-related genes, including *PDK4*, *IGF2R* and *IGFBP3*, were significantly down-regulated (P < 0.05). The *GH* and *GHR* expression levels tended to increase. (Fig 5D)

### Association of SNPs in both of *FOXO3* and *FBXO32* with chicken growth traits

A total of 18 SNPs were identified in the chicken *FOXO3* gene (Table 7). Four SNPs were located in the intron region and 11 were located in the coding region. Among these SNPs in the coding region, only one (G66715314C) was a non-synonymous variation (Ala → Pro). Then, 13 SNPs, C66716195T (rs314403820), G66716193A (rs317912153), A66716179G (rs15379322), A66716172G (rs15379320), T66716119C (rs15379317), A66716041G (rs15379315), C66716002T, G66715897A, C66715807T, C66715738T (rs317670452), G66715672A (rs317919122), A66715543G (rs15379310) and T66715378C (rs15379307), were selected for marker-trait association analyses (Table 8). The minor allele frequency for each SNP was greater than 0.05. Association analysis showed that G66716193A (rs317912153) was significantly (P < 0.05) (P < 0.01) associated with growth traits, including BW at different weeks, shank length at 70 days (SL70), shank length at 84 days (SL84), shank diameter at 70 days (SD70) and the average daily gain (ADG) from 4 to 8 weeks. Birds with the AG genotype had higher BW at various time points than those with the GG genotype. The site C66716002T was significantly (P < 0.05) associated with growth traits including BW at 14 days, 21 days, 77 days and SD70. Conversely, the polymorphic site C66716195T (rs314403820) was significantly (P < 0.05) associated with carcass traits, such as chest width (CW), dressed weight (DW), semi-eviscerated weight (SEW), eviscerated weight (EW) and breast muscle weight (BMW). The site A66716179G (rs15379322) had significant (P <0.05) association with SD70 and abdominal fat pad weight (AFW).

**Table 7:** Summary of SNPs identified in the chicken *FOXO3* gene.

NO.	SNP^1^	RefSNP	Region	Nucleotide change	AA change^2^
1	G66786154A	rs315777420	unknown	/	/
2	66785514GTTC Indel	/	unknown	/	/
3	G66785391A	/	unknown	/	/
4	C66716195T	rs314403820	Intron	/	/
5	G66716193A	rs317912153	Intron	/	/
6	A66716179G	rs15379322	Intron	/	/
7	A66716172G	rs15379320	Intron	/	/
8	T66716119C	rs15379317	Exon	CAT → CAC	H → H
9	A66716041G	rs15379315	Exon	CCA → CCG	P → P
10	C66716002T	/	Exon	GCC → GCT	A → A
11	G66715897A	/	Exon	TCG → TCA	S → S
12	C66715807T	/	Exon	AAC → AAT	N → N
13	C66715738T	rs317670452	Exon	GAC → GAT	D → D
14	G66715672A	rs317919122	Exon	CCG → CCA	P → P
15	A66715543G	rs15379310	Exon	ACA → ACG	T → T
16	T66715378C	rs15379307	Exon	TTT → TTC	F → F
17	G66715314C	/	Exon	GCC → CCC	A → P
18	C66715165T	rs317127440	Exon	AAC → AAT	N → N

^1^The number indicated the position on the chromosome 3.

^2^AA indicated amino acid.

**Table 8:** Association of SNPs in the chicken *FOXO3* gene with the growth and carcass traits.

SNP	Traits	P value	Least-square Means ± standard errors (SE)		
G66716193A	BW7 (g)	<1×10^−4^	56.86±1.02^A^(AA/52)	61.33±0.68^B^(AG/116)	58.18±0.60^A^(GG/220)
	BW14 (g)	0.0245	120.90±2.17^a^(AA/55)	126.00±1.40^b^(AG/124)	121.67±1.25^a^(GG/244)
	BW21 (g)	0.0326	206.49±4.23^ab^(AA/51)	214.55±2.64^a^(AG/125)	205.90±2.38^b^(GG/239)
	BW35 (g)	0.0455	433.45±9.91^ab^(AA/54)	446.95±6.38^a^(AG/122)	425.48±5.73^b^(GG/236)
	BW42 (g)	0.0316	561.83±13.13^ab^(AA/55)	585.67±8.54^a^(AG/122)	556.68±7.66^b^(GG/240)
	BW49 (g)	0.0408	691.84±15.63^ab^(AA/55)	721.30±10.11^a^(AG/124)	689.33±9.02^b^(GG/243)
	BW56 (g)	0.0104	843.66±18.33^b^(AA/55)	883.89±11.85^Aa^(AG/123)	838.64±10.54^Bb^(GG/243)
	BW70 (g)	0.0005	1124.73±27.26^AB^(AA/47)	1169.77±17.74^A^(AG/94)	1075.11±15.47^B^(GG/196)
	BW77 (g)	0.0127	1311.23±31.19^AB^(AA/48)	1360.08±20.28^A^(AG/95)	1279.17±17.67^B^(GG/197)
	BW84 (g)	0.0373	1461.47±40.97^ab^(AA/36)	1514.82±25.69^a^(AG/76)	1425.07±22.82^b^(GG/161)
	SL70 (mm)	0.0065	81.62±0.77^AB^(AA/47)	83.16±0.50^A^(AG/94)	81.09±0.43^B^(GG/196)
	SD70 (mm)	0.0415	9.50±0.13^ab^(AA/47)	9.55±0.08^a^(AG/94)	9.23±0.07^b^(GG/196)
	SL84 (mm)	0.0403	87.76±0.94^ab^(AA/36)	89.52±0.59^a^(AG/76)	87.66±0.52^b^(GG/161)
	ADG2 (g/day)	0.0144	19.15±0.53^b^(AA/55)	20.26±0.35^Aa^(AG/120)	18.99±0.30^Bb^(GG/240)
C66716002T	BW14 (g)	0.0326	122.52±0.93^a^(CC/332)	124.75±1.85^a^(TC/83)	136.29±5046^b^(TT/7)
	BW21 (g)	0.0361	208.33±1.76^a^(CC/325)	210.71±3.47^a^(TC/82)	234.99±10.25^b^(TT/7)
	BW77 (g)	0.0454	1302.25±13.26^a^(CC/267)	1341.32±26.25^ab^(TC/66)	1473.21±76.22^b^(TT/6)
	SD70 (mm)	0.0462	9.36±0.054 ^a^(CC/265)	9.58±0.11^ab^(TC/65)	9.92±0.30^b^(TT/6)
C66716195T	CW (mm)	0.0131	68.20±4.49^a^(CC/76)	62.43±5.199^b^(TC/163)	62.26±6.55^ab^(TT/183)
	DW (g)	0.0131	1347.10±157.76^a^(CC/76)	1136.51±182.62^b^(TC/163)	1119.53±230.26^ab^(TT/183)
	SEW (g)	0.0212	1227.26±142.5^a^9(CC/76)	1046.46±165.07^b^(TC/163)	1030.24±208.12^ab^(TT/182)
	EW (g)	0.0199	1097.35±125.03^a^(CC/76)	935.36±144.74^b^(TC/163)	918.04±182.49^ab^(TT/182)
	BMW (g)	0.0132	91.07±11.39^a^(CC/76)	79.69±13.12^b^(TC/163)	83.25±16.63^ab^(TT/183)
A66716179G	SD70(mm)	0.0286	9.49±0.07^A^(AA/204)	9.37±0.07^a^(AG/111)	9.00±0.17^Bb^(GG/22)
	AFW (g)	0.0478	24.94±9.62^a^(AA/251)	7.97±12.41^b^(AG/143)	1.87±19.63^ab^ (GG/227)

BW7, BW14, BW21, BW35, BW42, BW49, BW56, BW70, BW77 and BW84 indicated body weight at 7, 14, 21, 35, 42, 49, 56, 70 and 77 days, respectively. SL70 or SL84 = shank length at 70 or 84 days. SD70 = shank diameter at 70 days. ADG2 meant average daily gain from 4 to 8 weeks. CW = chest width. DW = dressed weight. SEW = semi-eviscerated weight. EW = eviscerated weight. BMW = breast muscle weight. AFW = abdominal fat pad weight. Number in brackets meant the number of birds tested for each genotype. The ^a,b^ or ^A,B^ values with no common superscripts within a column indicated the comparison was differed significantly (P < 0.05 or P < 0.01).

SNPs of chicken *FBXO32* were obtained from the NCBI SNP database. The 5’flank region is considered the promoter region of many genes. A total of 14 SNPs in the 5’flank region of *FBXO32* were chosen and confirmed by sequencing (Table 9). All of these SNPs, including A137669051T (rs314992955), C137669076T (rs313186471), C137669094T (rs741279417), C137669311G (rs733740424), C137669446T (rs16155707) A137669484C (rs737463671), A137669551G (rs316423136), A137669618G (rs731278593), C137669630T (rs315617235), A137669638T (rs313162537), C137669668G (rs317677782), A137669706G (rs316476530), A137669723C (rs313990885), A137669732G (rs735987765), were selected for marker-trait association analyses (Table 10). Association analysis showed that C137669094T (rs741279417) was significantly (P < 0.05) (P < 0.01) associated with carcass traits and meat quality traits, including small intestine length (SIL) and breast muscle fleshcolor (BMF). The site C137669311G (rs733740424) was significantly (P < 0.05) associated with BMF. The site C137669446T (rs16155707) was significantly associated with chest angle (CA) (P < 0.01) and head width (HW) (P < 0.05). The site A137669484C (rs737463671) was significantly (P < 0.05) associated with CA. The site A137669551G (rs316423136) was significantly (P < 0.05) associated with CW. The site A137669618G (rs731278593) was significantly (P < 0.05) (P < 0.01) associated with SL at various weeks. The site C137669668G (rs317677782) was significantly (P < 0.05) (P < 0.01) associated with leg muscle fleshcolor (LMF) and BMF. Moreover the site A137669723C (rs313990885) and A137669732G (rs735987765) was significantly (P < 0.05) associated with BMF.

**Table 9:** Summary of SNPs identified in the 5' region of chicken *FBXO32* gene.

NO.	SNP^1^	RefSNP	Region	Nucleotide change
1	A137669051T	rs314992955	5'near gene	/
2	C137669076T	rs313186471	5'near gene	/
3	C137669094T	rs741279417	5'near gene	/
4	C137669311G	rs733740424	5'near gene	/
5	C137669446T	rs16155707	5'near gene	/
6	A137669484C	rs737463671	5'near gene	/
7	A137669551G	rs316423136	5'near gene	/
8	A137669618G	rs731278593	5'near gene	/
9	C137669630T	rs315617235	5'near gene	/
10	A137669638T	rs313162537	5'near gene	/
11	C137669668G	rs317677782	5'near gene	/
12	A137669706G	rs316476530	5'near gene	/
13	A137669723C	rs313990885	5'near gene	/
14	A137669732G	rs735987765	5'near gene	/

^1^The number indicated the position on the chromosome 2.

**Table 10:** Association of SNPs in the chicken *FBXO32* gene with the carcass and meat quality traits.

SNP	Traits	P value	Least-square Means ± standard errors (SE)		
C137669094T	SIL(cm)	0.0463	143.61±1.68^a^(TT/123)	141.46±4.27^ab^(CC/11)	135.85±2.41^b^(TC/46)
	BMF	0.0073	56.79±0.96^a^(TT/124)	49.91±3.29^b^(CC/11)	54.70±1.48^ab^(TC/46)
C137669311G	BMF	0.0110	56.44±1.32(CC/81)	55.36±1.26(CG/56)	55.90±1.56(GG/39)
C137669446T	CA(°)	0.0046	60.83±0.58^A^(CC/170)	66.55±3.20^B^(CT/3)	69.45±2.46^B^(TT/8)
	HW(mm)	0.0476	30.79±0.19^a^(CC/163)	27.70±0.94^b^(CT/3)	28.74±0.72^b^(TT/8)
A137669484C	CA(°)	0.0415	61.17±0.60^b^(CC/144)	61.09±1.25^b^(AC/27)	64.73±1.95^a^(AA/7)
A137669551G	CW(mm)	0.0218	66.97±0.83^b^(GG/130)	73.330±1.46^a^(AG/30)	70.97±1.84^a^(AA/19)
A137669618G	SL63(mm)	0.0263	79.28±1.01^b^(GG/47)	87.10±2.09^a^(GA/4)	82.08±2.88^ab^(AA/3)
	SL70 (mm)	0.0433	83.26±0.60^b^(GG/118)	87.05±2.09^a^(GA/13)	82.37±2.33^b^(AA/13)
	SL77 (mm)	0.0070	89.24±1.23^B^(GG/47)	99.03±3.31^A^(GA/4)	92.58±3.36^B^(AA/3)
	SL84 (mm)	0.0041	89.77±1.43^B^(GG/103)	95.52±2.04^A^(GA/12)	89.57±2.61^B^(AA/11)
C137669668G	LMF	0.0140	65.98±0.74^a^(GG/123)	64.33±0.19^a^(GC/43)	58.26±3.01^b^(CC/12)
	BMF	0.0072	57.13±0.87^A^(GG/123)	54.25±1.46^AB^(GC/43)	50.12±2.87^B^ (CC/12)
A137669638T	HW(mm)	0.0314	30.56±0.26^ab^ (TT/64)	30.94±0.22^a^ (TA/59)	30.44±0.27^b^(AA/46)
A137669723C	BMF	0.0128	55.99±1.20^b^(CC/70)	55.15±1.22^b^(AC/59)	59.92±1.49^a^(AA/47)
A137669732G	BMF	0.0147	55.99±1.20^ab^(GG/70)	55.21±1.27^b^ (GA/59)	56.47±1.47^a^(AA/46)

SL63, SL70, SL77 or SL84 indicated shank length at 63, 70, 77 or 84 days, respectively. CA = chest angle. SIL = small intestine length. HW = head width. CW = chest width. BMF = breast muscle fleshcolor. LMF = leg muscle fleshcolor. The ^a,b^ or ^A,B^ values with no common superscripts within a column indicated the comparison was differed significantly (P < 0.05 or P <0.01).

## Discussion

During postnatal growth, skeletal muscle increase occurs mainly due to muscle hypertrophy accompanied by satellite cell proliferation to incorporate new myonuclei into existing myofibers [11]. In this study, the comparison with the highest number of DEGs resulted in the most GO biological process terms, and terms of development process, cell differentiation and cell adhesion were present in multiple comparisons. Lysosome was the most significantly enriched pathway. Lysosomes are a membrane-bound cell organelles that contain acid hydrolase enzymes and are interlinked with endocytosis, phagocytosis and autophagy. Previous research showed that the autophagy-lysosome system was a key player in regulating protein degradation in skeletal muscle [12, 13]. Moreover, other enriched pathways were cell junction-related pathways (focal adhesion, ECM-receptor interaction and cytokine-cytokine receptor interaction), suggesting that pathways critical to maintaining the integrity of tissues might be involved in chicken growth at 7 weeks of age. Focal adhesion complexes serve as mechanical linkages to the ECM and are the signaling centers of numerous intracellular pathways related to cell motility, proliferation and differentiation [14]. ECM components play integral roles in the formation of the muscle satellite cell niche, and their specific interactions with satellite cells can regulate cell adhesion, migration, differentiation, proliferation and self-renewal [15]. Cytokines such as IL-6 are key regulators of cell growth, proliferation, differentiation and apoptosis [16]. Some cytokines produced by myofibers and peritendinous tissue are, termed myokines [17]. Myokines activate of intracellular signaling cascades by binding to their specific receptors, thereby regulating metabolism in skeletal muscle [18].

Importantly, we identified, three crucial transcription factors, CEBPB, FBXO32 and MYOD1, that might be related to chicken growth. Previous research revealed that CEBPB regulated multiple genes in response to GH [19]. Moreover, CEBPB was an activator of adipogenesis and acted as an inhibitor of myogenesis [20, 21]. As one well-known myogenic regulatory factor, MYOD1 has been extensively studied, and its effect on growth has been well-demonstrated [22, 23]. It can trans-differentiate many cell types to muscle cells and is a key regulator of myogenesis [23–25]. Several recently published reports suggested that MYOD1 could modulate and facilitate the assembly of muscle enhancers [26, 27]. Furthermore, CEBPB, FBXO32 and MYOD1 can interact with each other [20, 28]. In this study, network analysis indicated that *FOXO3* was a central gene interacting with *CEBPB*, *FBXO32* and *MYOD1*.

FOXO3 is a member of the Forkhead box class O (FOXO) transcription factor family. Like other members of this family, FOXO3 was demonstrated to play a crucial role in many species, from lower animals to mammals. It performs a variety of cellular functions, including cell growth and differentiation, cell-cycle control, energy metabolism, DNA damage repair, response to oxidative stress, and apoptosis [29–33]. In mammals, *FOXO3* was relatively ubiquitously expressed, consistent with our findings in chicken [34]. However, the mammalian *FOXO3* was predominantly expressed in heart, brain, kidney and ovary, whereas the chicken *FOXO3* was highly expressed in breast muscle and leg muscle tissues [34]. A previous study suggested that FOXO3 contributes to cell growth in striated muscle [33]. Our expression comparison between fast-growing and slow-growing breeds also confirmed its important function in skeletal muscle. It is possible that the higher expression of *CEBPB*, *FBXO32* and *FOXO3* in slow-growing XH chickens contributed to their lower growth performance, whereas the higher level of *MYOD1* would partly counteract these effects. Moreover, a series of genes involved in the somatotropic axis, including *GH*, *GHR*, *IGF1R*, *IGF2R*, *IGF2BP1* and *IGF2BP3*, was effectively up-regulated by FOXO3 knockdown after siRNA interference, suggesting that *FOXO3* might play an important role in growth. In particular, some genes remarkably up-regulated by *FOXO3* knockdown, including *INSR*, *PDK1* and *PDK4*, were present upstream of the IGF1/FOXO signal transduction pathway, which would further promote FOXO3 inhibition [33, 34]. Recent studies suggested that MYOD was a direct target of FOXO3 in myoblasts [35]. In vivo and in vitro, *FOXO3* was demonstrated to play an important role in activating *MYOD* transcription [35]. In this study, *FOXO3* knockdown resulted in a significant down-regulation of *MYOD*, whereas expression of the other MRFs (*MYF5* and *MYF6*) was unaffected, consistent with previously published studies [35]. These results indicated that *FOXO3* could interact with *MYOD* but not the others MRFs. Conversely, previous research identified FOXO3 as a major activator of *FBXO32* expression, a factor associated with skeletal muscle protein degradation [36, 37]. In contrary, we found that *FOXO3* knockdown strongly increased *FBXO32* expression. Nevertheless, our data revealed that *FOXO3* down-regulation induced a dramatic down-regulation of *CEBPB*, which is an inhibitor of myogenesis [20]. The up/down-regulation of *FBXO32* and *CEBPB* was inconsistent with the reported inhibitory roles of FOXO3 on muscle growth. Therefore, further study is needed to investigate protein expression changes. The human FOXO3 contains a sequence of 95 amino acids forming a forkhead DNA-binding domain motif (148–257 amino acids). It also possesses a nuclear localization sequence (NLS, 249–251 and 269–271 amino acids), a nuclear export sequence (NES, 386–396 amino acids) and a conserved C-terminal transactivation domain [38]. The sequences of the chicken *FOXO3* gene showed high identity with the previously cloned mammalian FOXO3. The chicken FOXO3 had the same amino acids as the human FOXO3 in the NLS and NES. It shared high homology with human FOXO3 in the forkhead DNA-binding domain, with a six amino acid difference.

FBXO32, also known as Atrogin 1 or MAFbx, is a skeletal and cardiac muscle-specific F-box containing protein that was shown to be associated with the maintenance of muscle mass [22, 25]. *FBXO32* is a muscle-specific gene that has a key function in muscle atrophy [39]. Previous research on feed deprivation showed that as the muscle degraded, *FBXO32* expression increased [40]. Although we did not find any association between SNPs of *FBXO32* and chicken growth traits, our findings showed that it was highly expressed in chicken leg muscle, heart and breast muscle tissues, which is in accordance with its role. *FBXO32* was regulated by multiple transcription factors. A previous study suggested that FOXO3 can act on the promoter of *FBXO32*, mediating *FBXO32* transcription and muscle cell atrophy [41]. After *FBXO32* expression significantly decreased, growth related genes including *PDK4*, *IGF2R* and *IGFBP3* were significantly down-regulated. Previous published reports showed that FBXO32 and PDK4 may interact in skeletal muscle metabolism [42, 43]. The expression levels of *GH* and *GHR* had tendency to increase, indicating that *FBXO32* may have influence on muscle growth at the mRNA level.

Thus far, many SNPs and QTLs were reported to correlate with growth [3, 4]. In humans, one *FOXO3* promoter SNP was associated with human body mass index [44]. In pig, *FOXO3* SNPs were closely associated with growth and development traits [45]. To date, this study is the first to scan variations in the chicken *FOXO3* gene and then evaluate their effects on chicken growth. In humans, FOXO3 was phosphorylated and acetylated on multiple sites, including K242, K245, K259, K271, K290, K569, S207, S253, S295, S315, S318, S321, S325, S345, S399, S413, S426, S555, S588, S626, S644, T32 and T179 [33, 38, 46]. In this study, we scanned the entire exon 2 of chicken *FOXO3*, and a total of 11 SNPs were identified in the 1,432 bp exon 2 fragment. These variation sites corresponded to R222, P238, A251, S286, N316, D339, P361, T404, F459, T475 and N530 in human FOXO3. Although these variations were not present in phosphorylation or acetylation sites, C66716002T (corresponding to A251 in human FOXO3), was located in the forkhead DNA-binding domain, which is crucial in regulating the transcription of target genes. This SNP did not cause an amino acid change, but might affect mRNA splicing, stability, or protein folding, and thereby alter protein functions such as DNA-binding [47]. Moreover, it is located in the NLS region. Our association analysis demonstrated that this mutation had a significant effect on growth traits. Among the mutations identified in exon 2 of chicken *FOXO3*, G66715314C was a non-synonymous variation resulting in a change in the amino acid sequence. It was previously shown that non-synonymous SNPs affect protein functions and protein-protein interactions [48, 49]. Therefore, the G66715314C mutation may have important effects on economic traits, and its association with chicken growth traits needs further study. Conversely, four SNPs found in this study were located near the exon-intron boundaries, which are special regions that usually had important functional roles in protein [50]. Three of these four SNPs were associated with growth traits. Importantly, the G66716193A site, which was 60 bp away from the intron-exon boundary, was significantly associated with most growth traits.

In summary, this study provided a comprehensive transcriptome analysis of breast muscle between fast- and slow-growing chickens. *CEBPB*, *FBXO32*, *FOXO3* and *MYOD1* may play key roles in chicken growth at seven weeks of age. Further expression analysis, siRNA analysis and association analysis demonstrated that chicken *FOXO3* is a candidate gene involvement in chicken growth. Our observations provide new clues to understand the molecular basis of chicken growth.

## Materials and Methods

### Ethics statement

All animal experiments were performed in accordance with and were approved by the Animal Care Committee of South China Agricultural University (Guangzhou, China) (approval ID: SCAU#0011). All efforts were made to minimize animal suffering.

### Animals and tissues

Two chicken breeds WRR and XH were used for RNA-Seq in this study. WRR is a breed with a fast growth rate, while XH is a Chinese native breed with a slow growth rate. WRR and XH were provided by Guangdong Wens Foodstuff Company Ltd, Guangdong, China and Zhicheng Avian Breeding Company Ltd, Guangdong, China, respectively. Briefly, birds were fed *ad libitum* with 16.5% CP and 2800 kcal of ME/kg, with free access to water. BW was measured at seven weeks of age and three female chickens from each of the two-tail samples of WRR and XH were selected based on it. The four groups WRR with high weight (WRR_h_), WRR with low weight (WRR_l_), XH with high weight (XH_h_) and XH with low weight (XH_l_) were generated. Their average BW7 values were 1064.0 ± 11.1, 695.0 ± 24.4, 305.8 ± 23.3 and 207.6 ± 11.1 g, respectively. At 7 weeks of age, chickens were killed by stunning followed by exsanguination. Breast muscles were collected and stored at -80°C until RNA extraction.

Five XH chickens at 7 weeks of age were used for expression analysis of *FOXO3* and *FBXO32* in different tissues. A total of 19 tissues, cerebrum, cerebellum, pituitary, hypothalamus, heart, liver, spleen, lung, kidney, breast muscle, leg muscle, muscular stomach, glandular stomach, ovary, duodenum, subcutaneous fat, abdominal fat, thymus and bursa of Fabricius, were collected from each chicken.

Four XH and four WRR chickens with normal BW were used for the expression analysis between different breeds by qPCR. Breast muscle and leg muscle tissues were dissected from those 8 birds. All those birds were obtained from the Chicken Breeding Farm of South China Agricultural University, Guangdong, China.

An F2 full sibling hybrid population, from a WRR and XH cross as described previously, was used for association analysis between SNPs and chicken growth or carcass traits [51]. Genomic DNA was extracted from EDTA-anticoagulated blood and then used for genotyping.

### RNA extraction and RNA-Seq

Total RNA from various tissues and DF-1 cells was isolated by TRIzol reagent (Invitrogen, Carlsbad, CA, USA) and then treated with DNase (Promega, Madison, WI, USA) following the manufacturer’s instructions. RNA quality and concentration were evaluated by an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Subsequently, three breast muscle RNAs of the same group were mixed in equal amounts. In this way, four pooled samples (WRR_h_, WRR_l_, XH_h_ and XH_l_) were generated and then were sent to Shanghai Majorbio Bio-pharm Biotechnology Co., Ltd. (Shanghai, China) for RNA-Seq. cDNA libraries were constructed according to Illumina's protocols and then each library was sequenced on a single line of Illumina Hiseq 2000 (Illumina, San Diego, CA, USA) to obtain paired-end 101-bp reads.

### Bioinformatic analysis of RNA-Seq

For raw data from RNA-Seq, we first removed reads containing adaptors, unknown bases and low quality bases to obtain high quality reads. Then, the clean reads of the four samples were aligned to the chicken reference genome (http://asia.ensembl.org/info/data/ftp/index.html) by TopHat software, with no more than 2 bp mismatches. The mapped reads were used for further transcriptome annotation and expression calculation with using FPKM (Fragments Per Kilobase of transcript per Million mapped reads). All expressed genes were subjected to GO analysis by AmiGO2 (http://amigo.geneontology.org/amigo), with Bonferroni-adjusted P value < 0.05. With the use of Cuffdiff (http://cufflinks.cbcb.umd.edu/), genes with greater than 2-fold changes between two samples and a q value < 0.05 were regarded as DEG. All those DEGs were subjected to GO analysis and KEGG pathway enrichment analysis with the DAVID Functional Annotation Tool (http://david.abcc.ncifcrf.gov/) using a 0.05 cutoff for the P value and Benjiamini adjusted P < 0.1 cutoff for the Benjamini adjusted p-value. Moreover, all DEGs underwent gene network analysis by IPA.

### cDNA synthesis and qPCR

Primers P1 to P5 (S6 Table) were used for the validation of RNA-Seq data by qPCR. For the *FOXO3* expression analysis in different tissues and breeds, total RNA was reverse transcribed using a PrimeScript RT reagent Kit with gDNA Eraser (Takara Co., Japan) to synthesize the first-strand cDNAs. qPCR was conducted in a total volume of 20 μL: 10 μL Bestar Real time PCR Master Mix (SYBR Green) (DBI Bioscience, Germany), 0.5 μL of each primer (10 μM), 8.0 μL of RNase-free water and 1 μL of cDNA on a BIO-RAD CFX96 system (Bio-Rad, USA). P4 was used for qPCR of *FOXO3* and β-actin (P1) was used as the internal control (S6 Table). All reactions were run in triplicates. The relative expression level was calculated by the 2^-ΔΔCt^ method. Where ΔΔCt corresponded to the difference between ΔCt measured for the mRNA level of each sample and ΔCt measured for the mRNA level of the reference sample, ΔCt = Ct_target gene_−Ct_reference gene_.

### Cloning of the chicken *FOXO3* gene

Total RNA was extracted from the breast muscle of an XH chicken. According to the predicted partial cDNA sequences of the chicken *FOXO3* gene (NCBI accession number: XM_001234495.3), a pair of primers (P6) was designed and primer-directed RT-PCR was used to amplify a partial cDNA sequence and part of the 3’UTR region (S6 Table). The products were subcloned into the pMD18-T vector (TaKaRa Biotechnology Co Ltd, Dalian, China) and then sequenced on Applied Biosystem model 3730 sequencer. Based on the obtained sequences, P7 and P8 (S6 Table) were designed for 3’ RACE. With the use of the SMART RACE cDNA amplification kit (Clontech Laboratories, Mountain View, CA), a breast muscle cDNA library was prepared and the 3’ ends of the cDNA were amplified by specific forward primers and random reverse primers. Sequence analysis was conducted using DNASTAR software (http://www.dnastar.com). The homology of FOXO3 among different species, including human (NP_001446.1), mouse (NP_062714.1), rat (NP_001099865.1), elephant (XP_003404353.1), whale (XP_004264796.1), pig (NP_001129431.1), dog (XP_003639448.1), sheep (NP_001254818.1), cattle (NP_001193012.1), chicken, Xenopus (NP_001086418.1) and fish (XP_003449931.1), was analyzed with MEGA 6 software (http://www.megasoftware.net/).

### Polymorphism identification in *FOXO3* and *FBXO32* and association analysis with growth traits

With the use of P9, P10 and P11 (S6 Table), ten chickens from the WRR and XH F2 full sibling hybrid population were selected to identify polymorphisms in the coding region and intron region near the exon-intron boundaries of the *FOXO3* gene through direct sequencing. Primers P30 (S6 Table) were used for identify polymorphisms in the 5' flank region of the *FBXO32* gene. Another ten chickens from the WRR & XH F2 full sib hybrid population were selected to sequence. Sequence analyses were conducted with the software DNASTAR V 3.0 (http://www.biologysoft.com/; Steve ShearDown, 1998–2001 version reserved by DNASTAR Inc., Madison, Wisconsin, USA). Only polymorphisms occurring more than twice were regarded as variations. P10 and P30 was also used for the following association analyses in this population by direct sequencing. Association analyses of polymorphisms with chicken growth and carcass traits were conducted using SAS 8.0 software (SAS Institute Inc, Cary, NC, USA) using the following GLM model:

Y=μ+G+D+H+S+e

where Y is an observation of the traits, μ is the overall population mean, G is the fixed effect of genotype, D is the random effect of dam, H is the fixed effect of hatch, S is the fixed effect of sex, and e is the residual error.

### siRNA design, cell culture and transfection

siRNA molecules were synthesized by Shanghai GenePharma Co. Ltd (Shanghai, China) with commercial service. Three FOXO3 target sites were selected: siRNA-703 (sense: 5’gccggauggaagaauucaatt3’, antisense: 5’ uugaauucuuccauccggctt3’), siRNA-842 (sense: 5’gcgccguguccauggacaatt3’, antisense: 5’uuguccauggacacggcgctt3’) and siRNA-1082 (sense: 5’gcaccgagcuggaugaugutt3’, antisense: 5’acaucauccagcucggugctt3’). A NC siRNA fragment was produced as the control. Three specific siRNAs targeting FBXO32 were synthesized.: siRNA-001 (sense: 5’ ccuucaacagacuugacuu 3’, antisense: 5’ ggaaguugucugaacugaa 3’), siRNA-002 (sense: 5’ gcaacugaacaacauucaa 3’, antisense: 5’ cguugacuuguuguaaguu3’), siRNA-003 (sense: 5’ ggcuaauccuaucugacaa 3’, antisense: 5’ ccgauuaggauagacuguu 3’).

The chicken fibroblast cell line DF-1 was obtained from the Cell Bank of Committee on Type Culture Collection of Chinese Academy of Sciences and was cultured in Dulbecco’s Modified Eagles Medium (DMEM) (GIBCO BRL, Life Technologies, Invitrogen Corporation, Carlsbad, CA) supplemented with 10% fetal bovine serum (FBS) (Hyclone Laboratories, Logan, Utah), 100 U/ml penicillin, and 100 μg/ml streptomycin. Cells were cultured and maintained in humidified air at 37°C with 5% CO_2_. When the DF-1 cells were grown to approximately 50–80% confluence, independent transfections of the three siRNAs and the control NC siRNA were carried out using the transfection reagent Lipofectamine 3000 (Invitrogen Corporation, Carlsbad, CA) following the manufacturer’s protocol. For each siRNA targeting *FOXO3*, a plasmid concentration gradient (25 nM, 50 nM and 100 nM) was set to investigate which concentration ratio had the highest transfection efficiency. Here, experiments for each gradient were conducted in triplicates. For each siRNA targeting *FBXO32*, the recommended concentration of Lipofectamine 2000 (50 nM) was transfected into DF-1 cells. At 48 h post-transfection, RNA was extracted from cells to perform qPCR. For each siRNA, the expression of target genes at each concentration was compared to that in cells transfected with NC siRNA. P12 was used for qPCR for *FOXO3*, P14 was used for qPCR for *FBXO32*, and *β-actin* (P1) was used as the control (S6 Table). Eventually, we found that siRNA-1082 at 100 nM had the highest relative efficiency of transfection and it was selected for the following experiments. siRNA-002 for *FBXO32* had the highest relative efficiency of transfection and was used for transfecting DF-1 cells. When cells were grown to 50–80% confluence, siRNA-1082 and NC siRNA at 100 nM and siRNA-002 and NC siRNA at 50 nM were transfected into DF-1 cells. RNA was collected at 48 h post-transfection. With the use of qPCR, the expression change was analyzed for growth-related genes including *CEBPB*, *FBXO32*, *GH*, *GHR*, *IGF1R*, *IGF2R*, *IGFBP2*, *IGFBP3*, *IGF2BP1*, *IGF2BP3*, *INSR*, *MYF5*, *MYF6*, *MYOD*, *MYH10*, *PDK1* and *PDK4* (primers are shown in S6 Table).

## Supporting Information

S1 Fig Sequence length distribution of genes identified in WRR_h_, WRR_l_, XH_h_ and XH_l_.

S2 Fig Directionality of DEGS. WRR_h_ vs. WRR_l_, XH_h_ vs. XH_l_, WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l_ indicate the comparisons between WRR_h_ and WRR_l_, between XH_h_ and XH_l_, between WRR_h_ and XH_h_ and between WRR_l_ and XH_l_, respectively. In each comparisons, up-regulated indicates that the expression in the second group was higher than that in the first group, while down-regulated indicates that the expression in the first group was higher than that in the second group.
(DOC)

S3 Fig The cDNA sequences of the two transcripts of the chicken *FOXO3* gene. Sequences in the black square frame indicated the sequences absent in the second transcript. Sequences in the CDS are presented in uppercase, while those in the 3’ UTR are presented in lowercase.
(DOC)

S4 Fig Cell proliferation pre-transfection, 24 h post-transfection and 48 h post-transfection. A: DF-1 cells. B: Skeletal muscle cells.
(TIF)

S1 Table Detailed information on DEGs in the four comparisons of WRR_h_ vs. WRR_l_, XH_h_ vs. XH_l_, WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l._
(XLS)

S2 Table DEGs overlapped in comparisons of WRR_h_ vs. WRR_l_ and XH_h_ vs. XH_l._
(XLS)

S3 Table DEGs overlapped in comparisons of WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l._
(XLS)

S4 Table DEGs that were uniquely expressed in one of the two samples in each comparisons.

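S4 Table lists DEGs that have an FPKM above 0 in 1 library of a contrast and 0 in the other. Its 39 entries are 25 different genes, and the deposited tables list each at 0 in the other library. Of the 25 genes, 17 are at 0 in 1 of the 4 libraries, 4 in 2 and 4 in 3. ABCG2, a membrane transporter, had 21.6, 18.7, 16.9 and 0 FPKM in WRRh, WRRl, XHh and XHl, FAF1, a regulator of cell death, 19.1, 17.4, 15.9 and 0 FPKM and DAGLB, a lipase that makes an endocannabinoid, 16.7, 0, 15.2 and 14.8 FPKM. SGMS1, which makes sphingomyelin, had 0, 8.46, 48.2 and 28.1 FPKM and SCRIB, a polarity protein, 0, 13.0, 12.7 and 11.7 FPKM. PAM16, a part of the mitochondrial protein import motor that overlaps another gene model, was at 75.9 FPKM in XHh and is listed at 0 in the other 3 libraries. For ABCG2, FAF1, DAGLB and SCRIB the 3 libraries above 0 lie close together, and for SGMS1 they do not. An exact 0 in a table without read counts can be a failed estimate, so these genes are described only as listed at 0.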

S5 Table The GO BP ALL category for DEGs in each comparisons of WRR_h_ vs. WRR_l_, XH_h_ vs. XH_l_, WRR_h_ vs. XH_h_ and WRR_l_ vs. XH_l._
(XLS)

S6 Table Descriptions of all primers used in this study.

# Supplementary material for: A Genome-Wide mRNA Screen and Functional Analysis Reveal FOXO3 as a Candidate Gene for Chicken Growth
**Source:** PLoS One. 2015 Sep 14;10(9):e0137087. doi: 10.1371/journal.pone.0137087
**Supplement:** S4 Table

**Table S4. DEGs that were uniquely expressed in one of the two samples in each comparisons.**

| Contrasts |  | Gene name | Description |
| --- | --- | --- | --- |
| WRRhVs.WRRl | WRRh | *DAGLB* | diacylglycerol lipase, beta |
| *HEATR3* | HEAT repeat containing 3 |
| *C9orf41* | chromosome Z open reading frame |
| WRRl | *SCRIB* | Scribbled planar cell polarity protein |
| *EIF3J* | eukaryotic translation initiation factor 3, subunit J |
| *GSPT1* | G1 to S phase transition 1 |
| XHh Vs. XHl | XHh | *ABCG2* | ATP-binding cassette, sub-family G (WHITE), member 2 |
| *C4H4orf41* | chromosome 4 open reading frame, human C4orf41 |
| *FOXP2* | forkhead box P2 |
| *PAM16* | coronin 7 |
| XHl | *ATP11B* | ATPase, class VI, type 11B |
| *C11orf2* | Vacuolar protein sorting-associated protein 51 homolog |
| *NUP107* | Nucleoporin 107kDa |
| *PLEKHG1* | Pleckstrin homology domain containing, family G (with RhoGef domain) member 1 |
| *TRIM24* | Tripartite motif containing 24 |
| *TTR* | transthyretin |
| WRRh Vs. XHh | WRRh | *LOC429682* | GTPase IMAP family member 7-like |
| *ANGPT2* | Angiopoietin-2 |
| *ATP11B* | ATPase, class VI, type 11B |
| *GIGYF2* | GRB10 interacting GYF protein 2 |
| *MMP7* | matrix metallopeptidase 7 (matrilysin, uterine) |
| *TTR* | transthyretin |
| XHh | *SCRIB* | Scribbled planar cell polarity protein |
| *C4H4orf41* | chromosome 4 open reading frame, human C4orf41 |
| *FOXP2* | forkhead box P2 |
| *GSPT1* | G1 to S phase transition 1 |
| *SGMS1* | sphingomyelin synthase 1 |
| WRRl Vs. XHl | WRRl | *EX-FABP* | lipocalin 8 |
| *ABCG2* | ATP-binding cassette, sub-family G (WHITE), member 2 |
| *ANGPT2* | Angiopoietin-2 |
| *ATP13A2* | ATPase type 13A2 |
| *FAF1* | Fas (TNFRSF6) associated factor 1 |
| XHl | *C11orf2* | Vacuolar protein sorting-associated protein 51 homolog |
| *DAGLB* | diacylglycerol lipase, beta |
| *HEATR3* | HEAT repeat containing 3 |
| *PLEKHG1* | Pleckstrin homology domain containing, family G (with RhoGef domain) member 1 |
| *C9orf41* | chromosome Z open reading frame |
| *TRIM24* | Tripartite motif containing 24 |
| *TSC22D1* | TSC22 domain family, member 1 |

# Supplementary material for: A Genome-Wide mRNA Screen and Functional Analysis Reveal FOXO3 as a Candidate Gene for Chicken Growth
**Source:** PLoS One. 2015 Sep 14;10(9):e0137087. doi: 10.1371/journal.pone.0137087
**Supplement:** S6 Table

**Table S6. Descriptions of all primers used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

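Breast muscle RNA of 4 pools was sequenced, each pool mixing the RNA of 3 female birds at 7 weeks of age. The pools are high and low body weight birds of Recessive White Rock (WRRh and WRRl) and of Xinghua (XHh and XHl). Each of the 4 deposited tables compares 1 pair of libraries over 17934 gene IDs. The authors removed reads with adaptors, unknown bases or low quality bases, aligned the rest with TopHat to the Ensembl chicken genome and computed the deposited FPKM values per gene. The submitters' notes name TopHat and the assembly galGal4, and the TopHat version is not given in the sources used here. The build of the deposited positions was not established, since the paper's SNP positions in FOXO3 lie outside the position of FOXO3 in the tables. The p-value and q-value of each gene were made by the authors with Cuffdiff from the 2 libraries of a table, and the authors called genes at a q-value under 0.05 and at least 2-fold apart. The deposited log2 fold change is the authors' ratio of the second FPKM over the first, without a pseudocount.

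No read counts per gene are in the tables, so the depth behind each FPKM value is unknown, and so is its precision. With 1 library per condition, the contrasts between 2 libraries were described by size and given no p-value. The 69 pairs of a gene and a library listed at 0 in just 1 of 2 tables (WRRh 0, WRRl 15, XHh 11, XHl 43) took the value above 0. Ratios used log2(FPKM + 1), and genes with a mean under 1 FPKM or a value of 0 in either library were left out of the counts of genes at least 2-fold apart. For sets of genes that the paper lists, counts by size keep genes listed at 0, and the text names those. Wilson intervals at 95% cover the sampling of genes only.

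Breed and weight class were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) of genes with a mean of at least 1 FPKM. The model held breed and weight class over the 4 libraries, which leaves 1 residual degree of freedom, and moderation used the trend and robust options with Benjamini-Hochberg adjustment at 0.05. The birds of each pool are not replicates of it, and the test takes the weight classes as replicates of a breed. Breed and supplier cannot be told apart, since each breed came from its own supplier. Leaving out 1 library used a model with only the factor tested, in which the lone library is assumed to vary like the others. The spread in such a fit comes from the group that keeps both its libraries, so the adjusted p depends on which group that is. The limma settings were tested on simulated data of 10356 genes with 200 changed genes in each of 5 runs. These were the genes above 0 in all 4 libraries, while the main test covered 10669 genes, some listed at 0 in a library. Limma called 1807 genes between the breeds over the former and 507 in the main test, so the rates below describe the former. With the spread drawn from the fitted prior, 49.4% of 2-fold and 96.6% of 4-fold genes were called, with a mean of 11.4 unchanged genes called (7% of calls). With the spread fixed at each gene's fitted value, 98% and 100% were called, with 52.6 unchanged genes (20.1% of calls).

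Genes were named by their symbols in the tables, and 55 IDs without one by the names in the paper's own tables. Protein accessions were not taken for gene symbols, a correction made after values had been seen. The paper names 145 genes in its RNA-seq results, of which 117 matched 1 gene ID and 28 did not. Genes named in the text are those the paper names, the 12 with the largest change per direction between the breeds among genes past the limma threshold, above 0 in all 4 libraries, with a mean of at least 5 FPKM and the same direction in both weight classes, the 10 with the largest ratio per direction within each breed, and members of the fixed lists. The values of many of these genes had been seen in the paper's tables when the rule was written. The 16 pathway lists and 11 marker lists hold 676 genes, of which 334 matched 1 gene ID, and lists with fewer than 5 members were not ranked. Random lists were drawn from 20 bins of mean expression. In 12 lists, 17 genes that only the paper's tables name, such as FBXO32, MYOD1 and CTSC, are not members as matched, because the paper names genes it found to differ.

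Alternatives changed the pseudocount, the minimum FPKM, genes listed at 0, median-of-ratios factors and quantile normalization, the model, the moderation and each library. They changed 1 choice at a time, except that leaving out 1 library also took the other factor out of the model, and that 1 alternative joined genes above 0 in all 4 libraries with median-of-ratios factors. Of these alternatives 48 were set beforehand and 7 were added after the tables were seen. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The count of macrophage genes called between the breeds is not reported here. The qPCR, siRNA and SNP experiments of the paper were not analysed here.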

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

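The tests of scaling, abundant genes, a general lysosomal fall, the lysosome list with CTSC added, dilution in each contrast and failed estimates by status were chosen only after the results were seen, and the tests of neighbouring genes and of values far below the others were set beforehand.

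Leukocyte genes, which the paper does not analyse as lists, had median log2 ratios in WRRh vs. XHh and WRRl vs. XHl of -1.55 and -2.28 for macrophage and -1.11 and -1.71 for T cell genes. Scaling does not explain this, since with median-of-ratios factors the macrophage-enriched lysosome list stays at -1.28 or lower, and at -1.16 or lower with CTSC, which only the paper names, added. A fall of lysosomal genes in general does not explain the size of the macrophage-enriched fall. The widely expressed list lies at most 0.160 times as far below all genes (0.164 with CTSC). That list was itself low in WRRl vs. XHl, with a median of -0.56 at percentile 0 of random lists. With median-of-ratios factors it was at -0.32 there, also at percentile 0. In WRRh vs. XHh it stood at percentile 8.55. Dilution of all other cell types by muscle fibre RNA cannot be told apart from fewer leukocytes, because over list genes at a mean of 5 FPKM or more the largest bootstrap bound of a distance from the macrophage list is -0.213 (fibroblast and matrix) in WRRh vs. XHh and 0.334 (tendon) in WRRl vs. XHl, where 0.5 was needed, and the 1.29 of the nerve list in WRRl vs. XHl rests in part on genes near the floor. Fewer macrophages per muscle could be a biological source, a hypothesis that counting macrophages in sections would decide and no table here does. CTSS, the most abundant measured gene of the macrophage list, was at 69.7, 198, 28.9 and 43.3 FPKM in WRRh, WRRl, XHh and XHl. CD74, which is on the list but was not matched by name, was more abundant, at 986, 1561, 565 and 702 FPKM. LY86, however, was at 22.1, 48.9, 24.6 and 34.3 FPKM. Of the 9 genes, 2 are also on the lysosome list and 4 (CTSS, LAPTM5, CYBB and MARCO) were picked by the study. LAPTM5 had FPKM ratios of 0.315 in WRRh vs. XHh and 0.201 in WRRl vs. XHl. The paper's qPCR ratio of the same RNA lies on the other side of 1 in WRRh vs. XHh, so it does not show that fall. In WRRl vs. XHl the qPCR ratio of LAPTM5 lies near 1, so it shows little of the fall there.

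Genes listed at 0 in 1 library and at 5 FPKM or more in each other library, most of them not named by the paper, number 9 in WRRh, 20 in WRRl, 8 in XHh and 8 in XHl, such as MYBPC1 in WRRh and IPO11 in WRRl. The test for a gene switched off in a pool looked for values above 0 and below 2% of the other libraries, and found 0 pairs. It cannot exclude that cause, since a gene fully off would also be listed at exactly 0. Failed estimates that take neighbours along have the values needed, with the nearest expressed gene also at 0 for 17.8% of them against 1.38% among all expressed genes. A failed estimate by status cannot be told apart, because 11.1% carry FAIL or HIDATA, against 0.328% among all expressed genes but short of the share set for the test.

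More genes at least 2-fold apart were lower than higher in XH, at 79.1% in WRRh vs. XHh and 87.0% in WRRl vs. XHl. With median-of-ratios factors the shares lower are 52.1% and 70.0%, so this scaling does not explain the whole share in WRRl vs. XHl. It did move the counts there, from 193 higher and 1294 lower to 368 and 857. The calls of limma between the breeds turned with it, from 130 higher and 377 lower to 206 and 119. In WRRh vs. XHh scaling cannot be told apart from a change in the muscle, because widely used cell machinery lies at -0.085, short of the -0.29 between the factors. A few abundant genes do not explain either share, which stay at 73.4% and 79.5% without the 10 most abundant genes of each library. No biological explanation was tested for these shares.

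Immediate early genes and YAP targets lay on opposite sides of 0 within the breeds, with medians of -0.59 in WRRh vs. WRRl and 0.28 in XHh vs. XHl, a difference that was not tested. Fibroblast and matrix genes did so too, with 0.31 and -0.28, not tested. Tendon and cartilage genes had -0.69 and 1.66, also not tested. Genes of the fasting and glucocorticoid response, a list the paper does not analyse and of which it names CEBPB, FOXO3, KLF15 and PDK4, had medians of 1.07 in WRRh vs. XHh and 1.13 in WRRl vs. XHl. Genes of the ATF4 and amino acid response, of which it names ASNS, had 0.44 and 0.52.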

How the results depend on the processing

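By the plain ratio or with median-of-ratios factors, 271 of 272 log2 ratios of genes in the paper's Tables 2, 3 and 6 stayed within 1.5-fold and MDK moved in WRRh vs. XHh, while RPL29 in both contrasts between the breeds, ACTC1 in WRRl vs. XHl and MYH11 in WRRh vs. XHh, all near 0, changed sign with median-of-ratios factors. Of the list medians 87 of 92 were kept with a pseudocount of 0.1, 75 of 80 with a mean of at least 5 FPKM and 67 of 92 with median-of-ratios factors, where medians near 0, such as those of cell machinery and ribosomal proteins between the breeds, changed sign. Of 83 calls between the breeds among named and list genes, 83 remained with a pseudocount of 0.1, 61 with median-of-ratios factors, 8 with quantile normalization, 3 with a pseudocount of 5 and 0 without trend or robust moderation, and none reversed. Without WRRh 66 of them remained, without WRRl 18, and without XHh or XHl 0. These fits also leave weight class out of the model, and with only breed in the model and all 4 libraries 54 of 83 remained. Without a Xinghua library the spread came from the White Rock pools alone, where 431 genes were at least 2-fold apart. Without a White Rock library it came from the Xinghua pools alone, where 132 were. What remained thus depends on which pools gave the spread, and does not show that the calls rest on the Xinghua libraries. The tables hold no read counts, so depth limits cannot be given. The cause of the changes below was not tested.

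Genes at least 2-fold apart in WRRh vs. WRRl numbered 803 by the plain ratio, 131 with a pseudocount of 5 and 281 with a mean of at least 5 FPKM, and the share higher was 73.0% with genes listed at 0 counted. In XHh vs. XHl the counts were 312, 38 and 64, and 259 with genes listed at 0 counted. In WRRh vs. XHh they were 1580, 322 and 614, with shares higher of 17.6%, 32.6% and 25.9%, and 47.9% with median-of-ratios factors. In WRRl vs. XHl they were 596 with a pseudocount of 5 and 953 with a mean of at least 5 FPKM, with shares of 18.8% and 16.6%, 30.0% with median-of-ratios factors and 16.3% with genes listed at 0 counted. The overlap of 2-fold genes, WRRh vs. XHh with WRRl vs. XHl, was 889, 182 and 326 by the plain ratio, a pseudocount of 5 and a mean of at least 5 FPKM, against 521. The overlap of 2-fold genes, WRRh vs. WRRl with XHh vs. XHl, was 52, 7 and 11, and 52 with genes listed at 0 counted, against 20. Genes listed at 0 in 1 library numbered 220, 176, 224 and 235 in the 4 contrasts with the other library at 1 FPKM or more, and 111, 91, 86 and 120 at 5 FPKM or more, by construction fewer. The slow sarcomere list reversed in WRRh vs. XHh, from 0.68 to -0.15, with only members above 0 in both libraries or with ACTC1 added, and 35 of 36 medians were kept with the genes that only the paper names added.

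Limma called 9 genes between the breeds with a pseudocount of 5, 11 without a filter, 1007 with a mean of at least 5 FPKM, 1807 with genes above 0 in all 4 libraries, 325 with median-of-ratios factors, 14 with quantile normalization, 766 with only breed in the model, 0 without trend or robust moderation (3472 at an unadjusted p under 0.05) and 9 to 1210 when leaving out 1 library. With genes above 0 in all 4 libraries and median-of-ratios factors, chosen after seeing the data, it called 1419. Between the weight classes it called 3 with a pseudocount of 5, 0 with genes above 0 in all 4 libraries (705 at an unadjusted p under 0.05), 3 without trend or robust moderation, 8 to 16 when leaving out 1 library and 0 with the choice made after seeing the data (712 at an unadjusted p under 0.05).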

Differences from the paper's values

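The fold change of MYOD1 is 8.3954349 in the paper's table of genes of cell differentiation and proliferation, and 2.78 here, in WRRl vs. XHl, the contrast closest to it. With median-of-ratios factors, the 1 alternative that was set before the data were examined for this value, it is 3.37 and differs too. The fold and P that this table prints for MYOD1 equal those it prints for MDK, and the paper's FPKM values of MYOD1 match those here.

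The paper lists FOXO3 as a gene that differs between the breeds by comparing pairs of libraries. The paper also reports FOXO3 higher in XH breast muscle by qPCR of 4 birds per breed, which was not analysed here. Its qPCR of the pooled RNA put FOXO3 higher in XHh than in WRRh and nearly level in WRRl vs. XHl. In the tables it was higher in XH in both contrasts, and for FOXO3 between breeds limma over the 4 libraries gave an adjusted p of 0.0542, with a range over alternatives of 0.0131 to 0.254. FOXO3 passed 0.05 in limma with a pseudocount of 0.1 (adjusted p = 0.0464), a mean of at least 5 FPKM (0.0397), genes above 0 in all 4 libraries (0.0209), without WRRh (0.0213) and without WRRl (0.0131). It also passed with genes above 0 in all 4 libraries and median-of-ratios factors (adjusted p = 0.0166 from limma), which was chosen after seeing the values.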

Other observations

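The histone gene models H2B5_CHICK and H4_CHICK were among the largest rises in XH, and histone genes were not tested as a list. H2B5_CHICK, an H2B histone, had 3.39, 4.09, 64.8 and 46.8 FPKM in WRRh, WRRl, XHh and XHl and a log2 change, XH minus WRR, of 3.57 (standard error 0.21, adjusted p = 0.0380 from limma). H4_CHICK, an H4 histone, had 8.39, 6.53, 30.5 and 34.3 FPKM and 1.99 (standard error 0.17, adjusted p = 0.0479 from limma). Genes of multi-copy families share reads, so these values are uncertain. Leaving out 1 library gave H2B5_CHICK and H4_CHICK an adjusted p from limma of 0.0189 to 0.0192 (WRRh), 0.0284 to 0.0482 (WRRl), 0.124 to 0.236 (XHh) and 0.0966 to 0.232 (XHl), within a range of 0.00632 to 0.236 over all alternatives. SLC43A2, a carrier of neutral amino acids, rose from 19.2 and 35.8 FPKM to 54.9 and 78.0 FPKM, with 1.29 (standard error 0.15, adjusted p = 0.0483 from limma), and CHAC1, which breaks down glutathione, had 74.4, 42.3, 277 and 409 FPKM with 2.56 (standard error 0.40, adjusted p = 0.0652 from limma). Of 7 genes of the ATF4 and amino acid response SLC43A2 rose and 6 did not pass the test from limma (4 higher when adjusted over the list alone, and 1 lower at an unadjusted p under 0.05). By size, 3 of the 7 were at least 2-fold higher and 1 lower in WRRl vs. XHl.

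Of 19 genes of the GH and IGF axis IRS4, an insulin receptor substrate, rose, with 10.9, 14.0, 23.0 and 26.4 FPKM in WRRh, WRRl, XHh and XHl and 0.94 (standard error 0.13, adjusted p = 0.0483 from limma), and 18 did not pass (5 higher and 2 lower when adjusted over the list alone). IGF2, a fetal growth factor, had 25.3, 21.0, 15.6 and 11.6 FPKM. The list's medians were -0.10 in WRRh vs. XHh, turning to 0.17 with median-of-ratios factors, and 0.070 in WRRl vs. XHl. TAL1, a transcription factor of blood cell precursors, fell, with 36.0, 34.2, 18.9 and 18.6 FPKM and -0.87 (standard error 0.12, adjusted p = 0.0483 from limma), the 1 of 3 tested erythrocyte genes (1 lower also when adjusted over the list alone), whose medians were -1.29 and -0.39. For 5 nerve and Schwann cell genes limma called 0 (1 higher and 1 lower at an unadjusted p under 0.05, and PMP22, a myelin protein, lower when adjusted over the list alone). Without XHh the adjusted p of SLC43A2, IRS4 and TAL1 from limma was 0.236 to 0.268, without XHl 0.232 to 0.294, without WRRl 0.0738 to 0.0744 and without WRRh 0.0441 to 0.106, and over all alternatives it ran from 0.0103 to 0.294.

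Besides EIF3J, the genes that limma called between the weight classes are ENSGALG00000011514, ENSGALG00000016999, ENSGALG00000025642, 5S_rRNA and SNORD15 (chosen after their values were seen). In WRRl and XHl, ENSGALG00000011514 is at 295 and 312 FPKM, ENSGALG00000025642 at 381 and 291 and 5S_rRNA at 124 and 82.9, and in WRRh and XHh ENSGALG00000016999 is at 261 and 281 and SNORD15 at 20.0 and 20.5. Each is listed at 0 in both libraries of the other weight class, so no fold is given.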
